# Calcium/calmodulin-dependent protein kinase IV promotes imiquimod-induced psoriatic inflammation via macrophages and keratinocytes in mice

**DOI:** 10.1038/s41467-022-31935-8

**Published:** 2022-07-22

**Authors:** Liang Yong, Yafen Yu, Bao Li, Huiyao Ge, Qi Zhen, Yiwen Mao, Yanxia Yu, Lu Cao, Ruixue Zhang, Zhuo Li, Yirui Wang, Wencheng Fan, Chang Zhang, Daiyue Wang, Sihan Luo, Yuanming Bai, Shirui Chen, Weiwei Chen, Miao Liu, Jijia Shen, Liangdan Sun

**Keywords:** Skin diseases, Mucosal immunology, Monocytes and macrophages, Acute inflammation

## Abstract

CaMK4 has an important function in autoimmune diseases, and the contribution of CaMK4 in psoriasis remains obscure. Here, we show that CaMK4 expression is significantly increased in psoriatic lesional skin from psoriasis patients compared to healthy human skin as well as inflamed skin from an imiquimod (IMQ)-induced mouse model of psoriasis compared to healthy mouse skin. *Camk4*-deficient (*Camk4*^−/−^) mice treated with IMQ exhibit reduced severity of psoriasis compared to wild-type (WT) mice. There are more macrophages and fewer IL-17A^+^γδ TCR^+^ cells in the skin of IMQ-treated *Camk4*^−/−^ mice compared to IMQ-treated WT mice. CaMK4 inhibits IL-10 production by macrophages, thus allowing excessive psoriatic inflammation. Deletion of *Camk4* in macrophages alleviates IMQ-induced psoriatic inflammation in mice. In keratinocytes, CaMK4 inhibits apoptosis as well as promotes cell proliferation and the expression of pro-inflammatory genes such as *S100A8* and *CAMP*. Taken together, these data indicate that CaMK4 regulates IMQ-induced psoriasis by sustaining inflammation and provides a potential target for psoriasis treatment.

## Abstract (web summary)

Calcium/calmodulin-dependent protein kinase IV (CaMK4) has been shown to be involved in autoimmunity but it is not clear how it functions in psoriasis. Here the authors show that CaMK4 is increased in psoriasis and promotes inflammatory responses in mouse models of psoriasis mediated through macrophages and keratinocytes.

## Introduction

Psoriasis is a chronic and immune-mediated disease associated with environmental and genetic factors that affect 2–3% of the worldwide population^1,2^. The innate and adaptive immune systems are both involved in the pathogenesis of psoriasis, and myeloid cells, T cells, and keratinocytes (KCs) have key functions in the process^3–6^. The dendritic cell (DC)/IL-23/T17 cell/IL-17/KC axis is a critical constituent of a positive feedback loop that promotes psoriasis progression^3–6^.

The skin, which consists of the epidermis and dermis, is the first line of defense against the external environment. Various myeloid cells, including Langerhans cells (LCs), DCs, macrophages, monocytes, and neutrophils, participate in skin innate immunity^7,8^. Conventional DCs (cDCs) and monocyte-derived DCs (moDCs) drive psoriatic inflammation, whereas plasmacytoid DCs (pDCs) are dispensable for IMQ-induced psoriatic plaque formation^9–12^. Macrophages in the skin are located in the dermis; they have scavenging and phagocytic activities as well as anti-inflammatory properties that contribute to the destruction of microorganisms and the maintenance of skin homeostasis^7,11,13^. Classically activated macrophages (M1 macrophages) and alternatively activated macrophages (M2 macrophages) undergo phenotypic switching according to the tissue microenvironment. M2 macrophages contribute to wound healing, angiogenesis, and tissue remodeling^14–16^.

Cytokines derived from T cells and antigen-presenting cells act on KCs to contribute to the histological phenotype of psoriasis. For example, TNF-stimulated KCs show upregulated expression of genes involved in immune and inflammatory responses, tissue remodeling, cell motility, cell cycle, and apoptosis^17^. In addition, the IL-22 receptor is highly expressed in KCs, and the expression of β-defensin 2 and 3 is increased in IL-22-treated KCs^18^. KCs are also the main cell type expressing the IL-17 receptor in psoriasis, and IL-17A increases the expression of pro-inflammatory cytokines, chemokines, and antimicrobial peptides (AMPs) in KCs^19,20^. In fact, the combination of TNF and IL-17A exerts a synergistic effect that induces greater changes in gene expression than either factor alone^21^. Collectively, these cytokines potentiate the hyperproliferation of KCs and increase the expression of cytokines, chemokines, and AMPs. This positive feedback loop acts on DCs, T cells, and neutrophils to perpetuate psoriatic inflammation.

Calcium/calmodulin-dependent protein kinase IV (CaMK4), which belongs to the serine/threonine kinase family, regulates the expression of several genes, including IL-2 and IL-17^22–24^. CaMK4 is increased in T cells of patients with systemic lupus erythematosus (SLE) and is required for Th17 cell differentiation^24^. Moreover, pharmacologic inhibition of CaMK4 decreases IL-17 transcription by downregulating the AKT/mTOR/S6K/RORγt and cAMP response element modulator α (CREM-α) pathways^24^. Furthermore, genetic deletion or pharmacologic inhibition of CaMK4 ameliorates Th17 cell-mediated autoimmune diseases, such as experimental autoimmune encephalomyelitis (EAE) and lupus-like disease in mice^24–26^. Psoriasis is also an IL-17-associated autoimmune disease, and the mechanism by which CaMK4 affects psoriasis remains unknown.

Here, we demonstrate that CaMK4 expression is significantly increased in psoriatic lesional skin from patients with psoriasis and mice with IMQ-induced psoriasis compared to healthy skin. Genetic deletion of CaMK4 effectively alleviates IMQ-induced psoriatic inflammation, and this alleviation is accompanied by decreased skin IL-17A-producing T cells, including CD4^+^ and γδ TCR^+^ cells. In addition to the reported effect of CaMK4 on IL-17A production, we also document that CaMK4 has functions in dermal macrophages and epidermal KCs to affect psoriasis progression. In dermal macrophages, CaMK4 inhibits IL-10 production through downregulating Erk1/2 and p38 phosphorylation. In epidermal KCs, the CaMK4-AKT-NF-κB pathway promotes pro-inflammatory phenotypes. Understanding the mechanism by which CaMK4 affects the pathogenesis of psoriasis may lead to the development of therapeutic strategies for psoriasis.

## Results

### CaMK4 expression is increased in psoriatic lesional skin from patients with psoriasis and mice with IMQ-induced psoriasis

To better understand the contribution of CaMK4 in psoriasis, we first detected CaMK4 expression in patients with psoriasis and mice with IMQ-induced psoriasis by various methods. Immunohistochemical analysis of human skin tissues showed that the number of CaMK4^+^ cells in both the epidermis and dermis of psoriatic lesional skin was higher than that of non-lesional skin and healthy skin (Fig. 1a). Meanwhile, an increased number of CaMK4^+^ cells in the epidermis and dermis of psoriatic non-lesional skin was observed compared to healthy skin (Fig. 1a). Additionally, we observed an increased number of CaMK4^+^ macrophages in psoriatic lesional skin compared to healthy skin (Supplementary Fig. 1a). The mRNA level of *CAMK4* was also higher in the cells of peripheral blood of patients with psoriasis than in that of healthy controls (Fig. 1b). We then identified CaMK4 expression in human peripheral immune cell subsets by flow cytometry. The gating strategy for the identification of human peripheral immune cell subsets was shown in Supplementary Fig. 1b. We found that the proportion of CaMK4^+^ cells and the mean fluorescence intensity (MFI) of CaMK4 were both higher in peripheral T cell subsets (CD4^+^, CD8^+^, and double-negative (DN) cells) and CD14^+^ monocytes from patients with psoriasis than in those from healthy controls (Fig. 1c and Supplementary Fig. 1c). However, CaMK4 expression was higher in CD14^+^ monocytes from both patients with psoriasis and healthy controls than in T cell subsets (Fig. 1c). We subsequently analyzed the relationships between the expression of pro-inflammatory cytokines and *CAMK4* expression in the cells of peripheral blood from patients with psoriasis using correlation analysis. The expression of *IL1B* and *IL12B* was positively correlated with *CAMK4* expression (Fig. 1d).

**Fig. 1:**
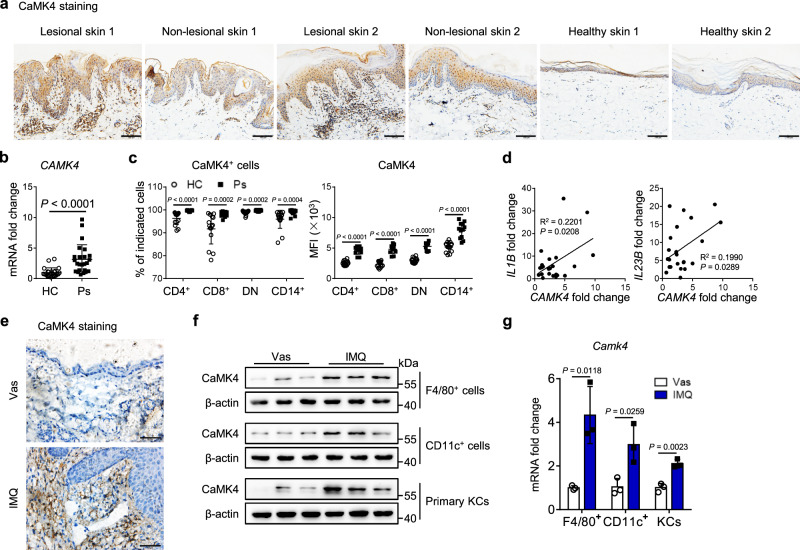
CaMK4 expression is increased in psoriatic lesional skin from patients with psoriasis and mice with IMQ-induced psoriasis. **a** Representative images of immunohistochemical staining for CaMK4 in human paired psoriatic lesional skin and non-lesional skin (*n* = 4) and healthy skin (*n* = 7). Scale bar = 100 μm. **b** The mRNA level of *CAMK4* in the cells of peripheral blood from healthy controls (HCs, *n* = 24) and patients with psoriasis (Ps, *n* = 24). **c** The proportion of CaMK4^+^ cells and the MFI of CaMK4 in peripheral T cell subsets and CD14^+^ monocytes from healthy controls (*n* = 15) and patients with psoriasis (*n* = 12). **d** The relationships between the expression of pro-inflammatory cytokines and *CAMK4* in the cells of peripheral blood from patients with psoriasis (*n* = 24). **e** Representative images of CaMK4-stained mouse skin sections (*n* = 3 biologically independent samples). Scale bar = 50 μm. Vas, vaseline. **f** Western blot analysis of CaMK4 expression in primary KCs and MACS-sorted F4/80^+^ cells and CD11c^+^ cells from mouse skin (*n* = 3 biologically independent samples). **g** Quantitative PCR analysis of *Camk4* expression as indicated (*n* = 3 biologically independent samples). Five to seven mouse skin tissues were pooled as one sample for MACS sorting, and the purity of sorted cells was >90% (**f**, **g**). Data are shown as mean ± SD. For (**b**, **c**), two-sided Mann–Whitney test; for (**d**), linear regression analysis; for (**g**), two-sided unpaired Student’s *t* test. Source data are provided as a Source Data file.

We also found that CaMK4 expression was upregulated in IMQ-treated mouse skin compared to healthy mouse skin by immunohistochemical analysis (Fig. 1e). It has been reported that CaMK4 expression and activity are increased in T cells in patients with SLE. Activated CaMK4 mitigates IL-2 transcription by phosphorylating CREM-α, whereas it promotes IL-17 production through the AKT/mTOR/S6K/RORγt and CREM-α pathways in T cells of SLE^24,27^. Our results also showed that CaMK4 expression was higher in T cells from IMQ-treated mouse skin than in those from healthy mouse skin (Supplementary Fig. 2). In addition, we found that CaMK4 expression was increased in F4/80^+^ cells, CD11c^+^ cells, and primary KCs but not in B cells and neutrophils from IMQ-treated mouse skin compared to healthy mouse skin (Fig. 1f, g, Supplementary Fig. 2), suggesting that CaMK4 may function in myeloid cells and KCs to influence IMQ-induced psoriasis.

### *Camk4* deficiency alleviates the severity of IMQ-induced psoriasis

Then, we established a classic IMQ-induced psoriasis mouse model using *Camk4*^−/−^ and WT (*Camk4*^+/+^) mice. The severity scoring and histological analysis showed that the severity of psoriasis was alleviated in IMQ-treated *Camk4*^−/−^ mice compared to IMQ-treated *Camk4*^+/+^ mice (Fig. 2a–d). 

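The whole skin of 3 IMQ-treated *Camk4*+/+ mice and 3 IMQ-treated *Camk4*-/- mice was compared. IMQ, an agonist of toll-like receptors that induces psoriasis-like inflammation, was given as 62.5 mg of a 5% cream on the shaved back daily for 5 days. The authors deposited the values as FPKM (fragments mapped to a gene, normalized to its length and to the depth of the library), 1 value per gene and mouse, with genes listed by Ensembl identifier. The paper's text names no aligner, no quantification tool and no genome build for these values. Gene symbols and coordinates were taken from GENCODE release M21 on the mouse genome GRCm38, in which 55141 of the identifiers were found and 260 were not.
FPKM carry no read counts, so the depth was estimated from the FPKM that 1 fragment is worth in single-exon genes. This estimate, rounded, was 18000000, 16500000 and 18700000 fragments in *Camk4*+/+ replicates 1, 2 and 3, and 20000000, 20900000 and 19700000 in *Camk4*-/- replicates 1, 2 and 3. Genes annotated as ribosomal RNA held 4.19%, 9.33% and 5.28% of the summed FPKM in the *Camk4*+/+ replicates, and 2.68%, 1.86% and 3.83% in the *Camk4*-/- replicates. Between 23502 and 24334 genes were above 0 in each *Camk4*+/+ mouse, and between 25115 and 25252 in each *Camk4*-/- mouse. The *Camk4*-/- mice thus had both the higher estimated depth and the higher number of genes above 0.
*Camk4* itself (ENSMUSG00000038128, chromosome 18 from 32934931 to 33191228, plus strand) had an FPKM of 0.03, 0.23 and 0.11 in the *Camk4*+/+ replicates. In the *Camk4*-/- replicates it was listed at 0, 0.16 and 0.11, and the groups overlapped (exact permutation test, two-sided, p = 0.7). The estimated number of *Camk4* fragments was at most 12.4 per mouse. The groups are therefore named by their labels, and every direction given for *Camk4*-/- skin rests on those labels.
*Xist*, which is transcribed from the inactive X chromosome of female cells, had an FPKM of 0.03, 0.05 and 0.05 in the *Camk4*+/+ replicates and of 23.84, 24.35 and 23.76 in the *Camk4*-/- replicates. The Y-linked gene *Ddx3y* had 4.25, 5.26 and 7.84 in the *Camk4*+/+ replicates and 0, 0.01 and 0 in the *Camk4*-/- replicates. *Eif2s3y*, *Kdm5d* and *Uty* were above 0 in the *Camk4*+/+ mice and listed at 0 in the *Camk4*-/- mice. Each difference between the 2 groups is thus also a difference between skin with Y-linked expression and skin with *Xist* expression.
Differences were tested with limma on log2(FPKM + 0.1) over the 21139 genes with a mean FPKM of at least 0.1 across the 6 mice. Fold changes are on this log2(FPKM + 0.1) scale, which understates the change of genes with low FPKM. An FPKM of 0 is reported as listed at 0, because it can also be a failed estimate. The smallest p that an exact permutation test of 3 mice against 3 can give is 0.1.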

To obtain a comprehensive overview of the transcriptional signature in IMQ-treated *Camk4*^+/+^ and *Camk4*^−/−^ mice, we performed RNA sequencing of the whole skin. Differentially expressed genes in the skin between IMQ-treated *Camk4*^+/+^ and *Camk4*^−/−^ mice included those associated with inflammatory response, chemokine signaling pathway, cytokine-cytokine receptor interaction, and Fc gamma R-mediated phagocytosis (Supplementary Fig. 3a, b). In addition, gene sets known to be affected in psoriasis were highlighted, including cytokines (*Il17a*, *Il17f*, *Il18*, *Il20*, and *Il22*), chemokines (*Ccl20*, *Ccl27a*, and *Ccl27b*), AMPs (*S100a8* and *S100a9*), epidermis development (*Lce3f*, *Sprr2b*, and *Krt15*), tissue repair-related genes (*Il10ra*, *Mmp2*, *Mmp9*, *Hgf*, *Igf1*, and *Tgfb1*), and phagocytosis-related genes (*Trem2*, *Gpnmb*, *Cd5l*, and *Fcrls*) (Fig. 2e and Supplementary Fig. 3c). 

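With the fold change and p-value limits of the paper's Methods and limma's moderated p-value, 3993 of the 21139 tested genes passed the threshold, 2827 higher and 1166 lower in skin labelled *Camk4*-/-. With a Benjamini-Hochberg adjusted p-value under 0.05 from limma and the same fold change, 1465 genes passed, 999 higher and 466 lower. Without moderated variances, as in the unpaired test that the legend of Fig. 2e names, 2995 genes passed on the same log2 scale, and the adjusted calls were 52 higher and 74 lower. With a pseudocount of 1 in place of 0.1, the alternative that moved the first count most, 1983 genes passed. The median log2 fold change of all tested genes was 0.13, and scaling each mouse to the same 75th percentile shifted it down by 0.12. Quantile normalization shifted it by 0.18 and gave 2129 genes higher and 1596 lower, so the share of higher genes was 57.2% in place of 70.8%. The 3 values of one group all lay outside the range of the other in 8220 genes, which is 38.9% of the tested genes, where chance gives 10%.
Families of protein-coding genes were defined by their symbols, and the share past the threshold was compared with the other tested genes, of which 18.9% passed. Of 34 chemokine ligands, 14 passed (41.2%; Fisher's exact test, two-sided, p = 0.00300, adjusted over the 6 families p = 0.00901). Of these, 12 were higher and 2, *Ccl20* and *Ccl27b*, were lower in skin labelled *Camk4*-/-. Of 15 chemokine receptors, 6 passed (40.0%; Fisher's exact test p = 0.0477, adjusted p = 0.0477). Of 30 interleukins, 11 passed (36.7%; Fisher's exact test p = 0.0189, adjusted p = 0.0278), 7 of them lower. The 4 higher interleukins were *Il10*, *Il16*, *Il6* and *Il27*. Of 36 interleukin receptors, 13 passed (36.1%; Fisher's exact test p = 0.0164, adjusted p = 0.0278), 8 higher and 5 lower. The 5 were *Il20ra*, *Il13ra2*, *Il22ra2*, *Il17re* and *Il17rc*. By its symbol, *Il1rn*, which encodes a receptor antagonist, was counted in the family too, and it did not pass. The median log2 fold change of this family, 0.10, became negative under each of 3 other scalings. *Fcgr1*, *Fcgr2b* and *Fcgr4* passed among the 4 Fc gamma receptors and were higher (Fisher's exact test p = 0.0231, adjusted p = 0.0278). Among 35 collagens, 24 passed and all 24 were higher (68.6%; Fisher's exact test p = 1.89e-10, adjusted p = 1.13e-09). The members outside the genes the paper names were picked out after their values were seen.
limma's camera test compared the change of each family with that of the other tested genes, at a correlation between genes preset to 0.01. The correlation within each family was not estimated from these mice. Where members vary together, as *Col1a1*, *Col1a2* and *Col3a1* did across the *Camk4*+/+ mice, the p-values can be too small. The same holds for Fisher's exact test, which counts genes as independent. The adjusted p over the 6 families was 7.75e-06 for the rise of the collagens, 0.0168 for the rise of the Fc gamma receptors and 0.0290 for the fall of the interleukins (camera, limma). It was 0.131 for the chemokine ligands, 0.305 for the chemokine receptors and 0.872 for the interleukin receptors (adjusted p, camera, limma). GO and KEGG terms were not analysed here.

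**Figure D1:**
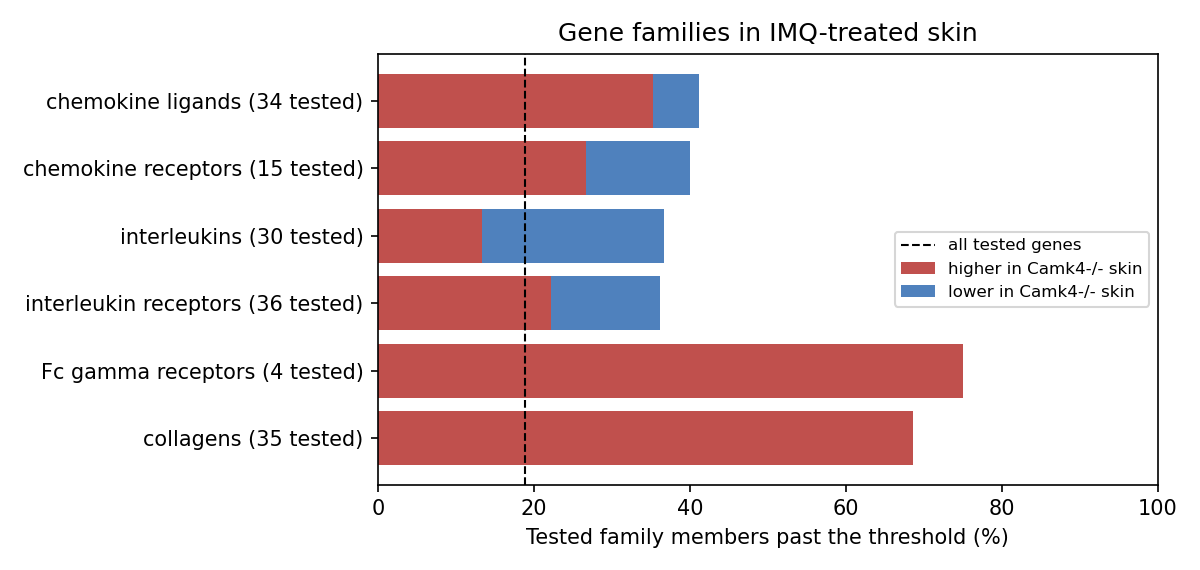
Share of the tested members of each gene family that passed the threshold, in percent, in skin of 3 IMQ-treated *Camk4*-/- against 3 IMQ-treated *Camk4*+/+ mice. Bar parts show members higher and lower in skin labelled *Camk4*-/-, and the dashed line is the share of all tested genes, 18.9%. The collagens (68.6%) and Fc gamma receptors (3 of 4) that passed are all higher, and the interleukins (36.7%) are mostly lower; among the interleukin receptors the median change turns from positive to negative under the 3 other scalings.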

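Of the cytokines, *Il18* (chromosome 9 from 50554827 to 50581840) had an FPKM of 32.0 ± 14.2 (SD, n = 3) in *Camk4*+/+ and 14.7 ± 9.02 (SD, n = 3) in *Camk4*-/- skin. Its log2 fold change was −1.20 (standard error 0.49, adjusted p = 0.152 from limma with Benjamini-Hochberg adjustment), and the groups overlapped (exact permutation test, p = 0.3). With each mouse left out in turn, *Il18* passed the threshold in 1 of 6 fits. *Il20* (chromosome 1 from 130906985 to 130911451) had an FPKM of 0.12, 0.73 and 1.64 in the *Camk4*+/+ replicates and was listed at 0, 0.04 and 0 in the *Camk4*-/- replicates. Its log2 fold change was −2.61 (standard error 0.75, adjusted p = 0.0791, limma).
Of the chemokines, *Ccl27a* had an FPKM of 8.93 ± 5.52 (SD, n = 3) in *Camk4*+/+ and 3.88 ± 2.34 (SD, n = 3) in *Camk4*-/- skin, and *Ccl27b* had 18.1 ± 14.8 (SD, n = 3) and 4.95 ± 4.20 (SD, n = 3). The log2 fold changes were −1.17 for *Ccl27a* (adjusted p = 0.203) and −1.87 for *Ccl27b* (adjusted p = 0.152), and the groups overlapped for both genes (exact permutation test, p = 0.2 for each). *Ccl27a* and *Ccl27b* are near-identical copies on chromosome 4, between which the authors' quantification could have split fragments.
The 6 tissue repair-related genes had higher values in every mouse labelled *Camk4*-/- than in every *Camk4*+/+ mouse (exact permutation test, p = 0.1 for each gene). *Mmp9* (chromosome 2 from 164940780 to 164955850) had an FPKM of 3.57 ± 0.935 (SD, n = 3) in *Camk4*+/+ and 21.0 ± 10.3 (SD, n = 3) in *Camk4*-/- skin, a log2 fold change of 2.45 (standard error 0.37, adjusted p = 0.0252, limma). *Tgfb1* changed from 8.52 ± 2.58 (SD, n = 3) to 23.9 ± 5.33 (SD, n = 3), a log2 fold change of 1.49 (adjusted p = 0.0356, limma). *Il10ra* had a log2 fold change of 2.51 (adjusted p = 0.0431, limma). *Mmp2* had the largest change of the 6, 4.04, with a standard error of 0.94 and an adjusted p of 0.0532, as its FPKM in the *Camk4*+/+ replicates was 36.34, 2.51 and 8.70. The log2 fold changes of *Hgf* and *Igf1* were 1.22 (adjusted p = 0.0627) and 2.14 (adjusted p = 0.0761). *Hgf* was low in every mouse, at 0.02 to 0.04 in *Camk4*+/+ and 0.15 to 0.31 in *Camk4*-/- skin, and with a pseudocount of 1 its log2 fold change was 0.23. A list of fibroblast genes rose as well, with a median log2 fold change of 3.75.
The 4 phagocytosis-related genes were also higher in every mouse labelled *Camk4*-/-. *Gpnmb* (chromosome 6 from 49036546 to 49070929) had an FPKM of 2.98 ± 1.23 (SD, n = 3) in *Camk4*+/+ and 21.0 ± 1.75 (SD, n = 3) in *Camk4*-/- skin, a log2 fold change of 2.87 (standard error 0.34, adjusted p = 0.0154, limma). The log2 fold changes of *Trem2*, *Cd5l* and *Fcrls* were 2.45 (adjusted p = 0.0223), 2.89 (adjusted p = 0.0279) and 2.98 (adjusted p = 0.0550). A list of macrophage genes rose with a median log2 fold change of 2.68, and that rise did not exceed the rise of the fibroblast genes. *Trem2*, *Gpnmb*, *Cd5l* and *Fcrls* passed the paper's threshold in each of the 6 fits that left out 1 mouse.

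**Figure D2:**
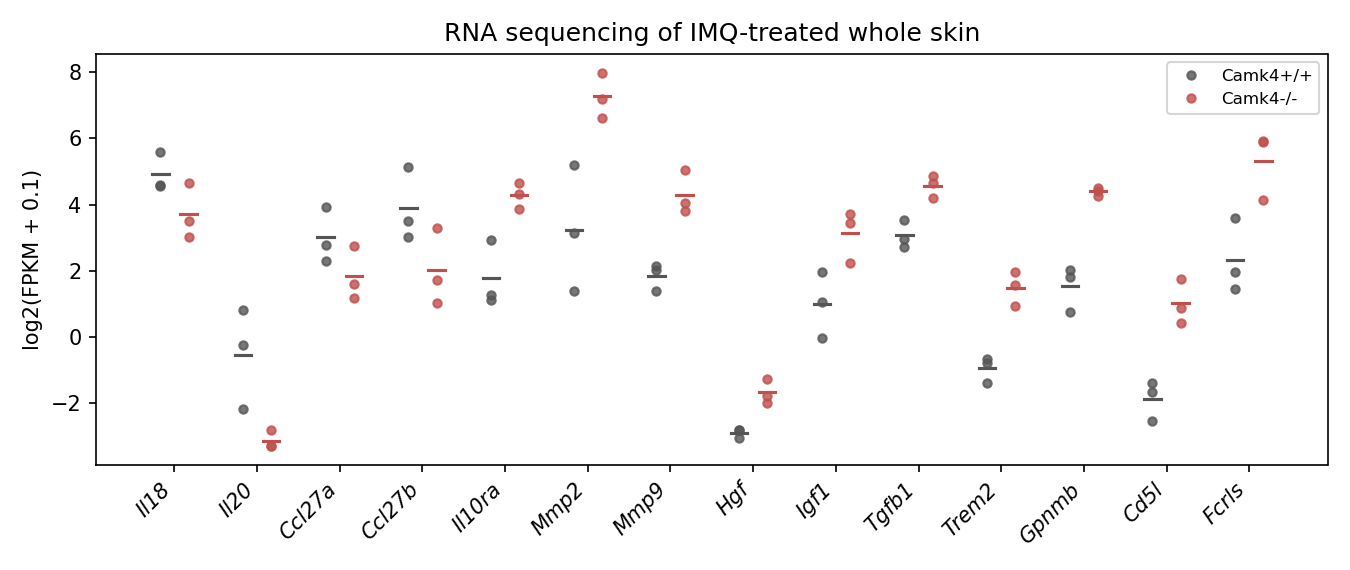
FPKM of 14 genes in the whole skin of IMQ-treated mice, as log2(FPKM + 0.1) on the vertical axis; each point is 1 of 3 mice per group and each line is the group's mean. The points of *Il18*, *Ccl27a* and *Ccl27b* overlap between the groups, and those of the other genes do not.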

We performed quantitative PCR to confirm the RNA sequencing data. The quantitative PCR results were consistent with our RNA sequencing analysis and showed significant reductions of *S100a8*, *S100a9*, *Il1b*, *Il17a*, *Il17f*, *Il22*, and *Ccl20* in the skin of IMQ-treated *Camk4*^−/−^ mice compared to IMQ-treated *Camk4*^+/+^ mice (Fig. 2f), reflecting that inflammation of IMQ-treated *Camk4*^−/−^ mice are reduced compared with that in IMQ-treated *Camk4*^+/+^ mice.

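In the RNA sequencing, *S100a8* (chromosome 3 from 90668978 to 90670035) had an FPKM of 5045 ± 2491 (SD, n = 3) in *Camk4*+/+ and 1284 ± 641 (SD, n = 3) in *Camk4*-/- skin. Its log2 fold change was −1.97 (standard error 0.50, adjusted p = 0.0634 from limma with Benjamini-Hochberg adjustment). *S100a9* (chromosome 3 from 90692632 to 90695721) had an FPKM of 9551 ± 4448 (SD, n = 3) and 3114 ± 1228 (SD, n = 3), a log2 fold change of −1.57 (standard error 0.50, adjusted p = 0.0972, limma). Both were higher in every *Camk4*+/+ mouse than in every mouse labelled *Camk4*-/- (exact permutation test, two-sided, p = 0.1).
*Il17f* (chromosome 1 from 20777146 to 20790617) had an FPKM of 2.67, 4.11 and 1.49 in the *Camk4*+/+ replicates and was listed at 0.03, 0 and 0 in the *Camk4*-/- replicates. Its log2 fold change was −4.60 (standard error 0.40, adjusted p = 0.00601, limma). *Il17a* (chromosome 1 from 20730905 to 20734496) had 0.78, 1.19 and 1.56 against 0, 0.13 and 0, a log2 fold change of −3.23 (standard error 0.45, adjusted p = 0.0208, limma). *Ccl20* had 1.06, 0.51 and 1.64 against 0.11, 0.12 and 0, a log2 fold change of −2.69 (standard error 0.51, adjusted p = 0.0392, limma). *Trdc*, which encodes the constant region of the γδ T cell receptor, was lower too, at 3.16, 4.20 and 6.88 against 0.72, 0.56 and 1.06.
*Il22* was at 0.38 and 0.63 in *Camk4*+/+ replicates 1 and 2, and was listed at 0 in *Camk4*+/+ replicate 3 and in all 3 *Camk4*-/- mice (adjusted p = 0.175, limma; exact permutation test, p = 0.4). The estimated number of *Il22* fragments was 7.60 and 11.6 in those 2 mice. Without *Camk4*+/+ replicate 3, *Il22* passed the threshold. *Il1b* (chromosome 2 from 129364570 to 129371139) had an FPKM of 287, 330 and 2.41 in the *Camk4*+/+ replicates and 145, 56.7 and 77.6 in the *Camk4*-/- replicates. Its log2 fold change was 0.48 (standard error 1.88, adjusted p = 0.884, limma; exact permutation test, p = 1). Without *Camk4*+/+ replicate 3 it was −1.84.
The paper's own quantitative PCR values, in 4 mice per group, gave a log2 ratio of the group means of −1.84 for *S100a8*, −1.50 for *S100a9*, −4.78 for *Il17a* and −2.30 for *Il17f*. The paper's ratios were −3.87 for *Il22*, −2.77 for *Ccl20* and −1.82 for *Il1b*. The log2 fold changes above are differences of mean log2(FPKM + 0.1), an unlike measure. As a log2 ratio of group means, the FPKM gave −1.97 for *S100a8*, −1.62 for *S100a9*, −4.76 for *Il17a* and −8.11 for *Il17f*. They gave −3.80 for *Ccl20* and −1.15 for *Il1b*, so the sign for *Il1b* depends on the measure. *Il22*, listed at 0 in all *Camk4*-/- mice, had no such ratio. From the lower levels of these factors in IMQ-treated *Camk4*-/- skin, the paper concludes that inflammation was reduced in these mice. Apart from these transcripts, it reports milder disease in such mice by severity scores and histology.

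**Figure D3:**
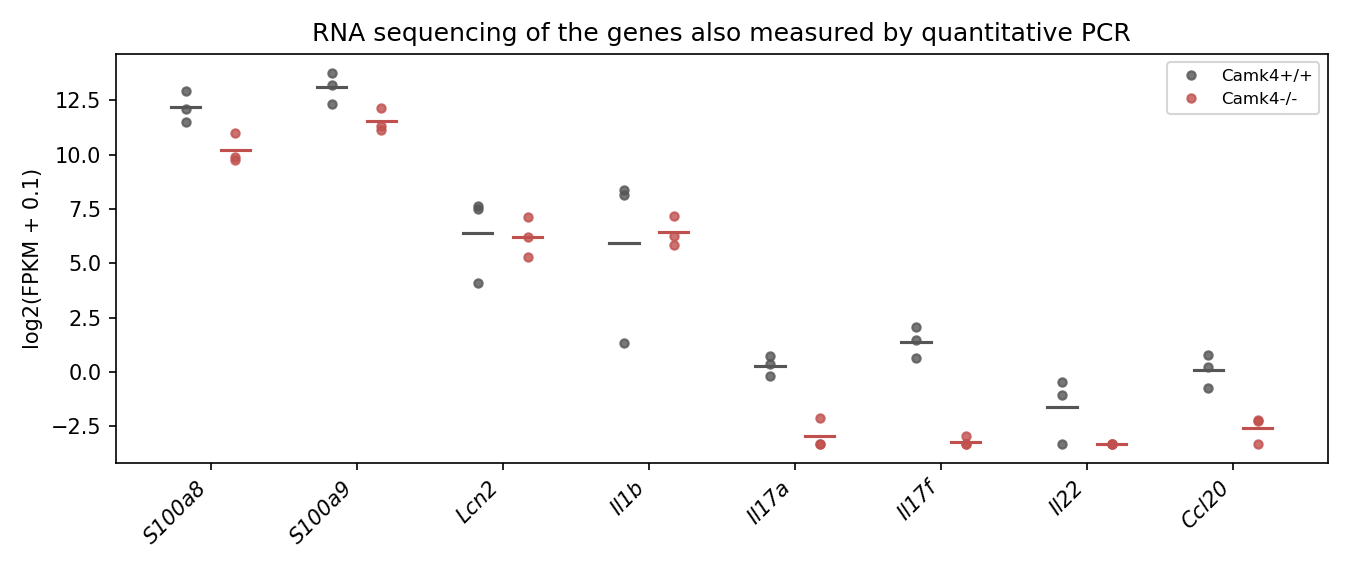
FPKM of 8 genes that were also measured by quantitative PCR, as log2(FPKM + 0.1) on the vertical axis; each point is the RNA sequencing value of 1 of 3 mice per group and each line is the group's mean. *Il17a*, *Il17f*, *Ccl20*, *S100a8* and *S100a9* are lower in all 3 mice labelled *Camk4*-/-, and 1 *Camk4*+/+ mouse has an *Il1b* FPKM of 2.41, below the other mice.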

**Fig. 2:**
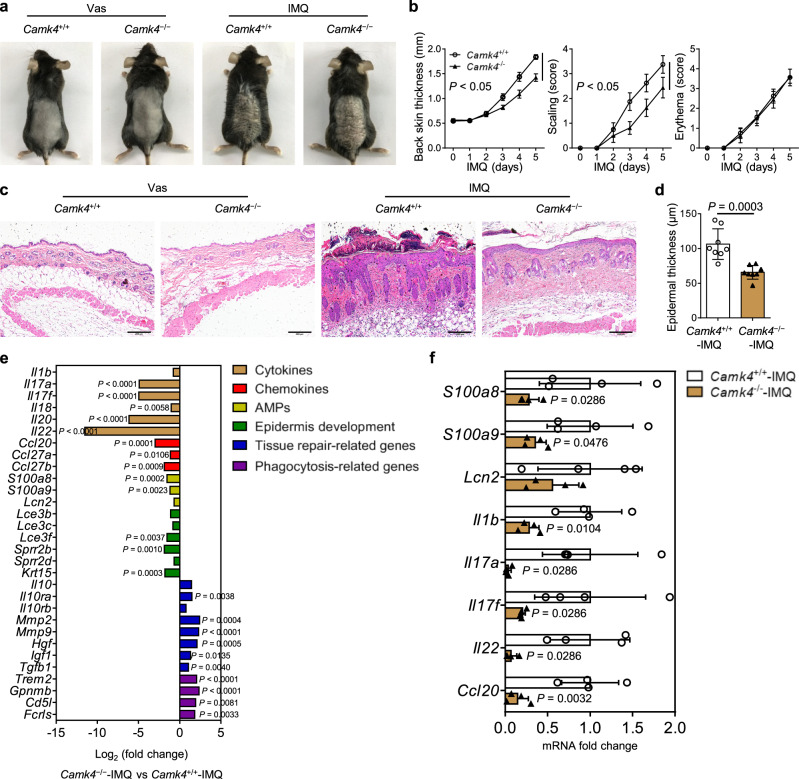
*Camk4* deficiency alleviates the severity of IMQ-induced psoriasis. **a** Representative photos of mouse back skin. **b** Scoring curves of back skin thickness, scaling, and erythema. **c** H&E staining of skin sections. Scale bar = 200 μm. **d** Statistical analysis of epidermal thickness. **a**–**d** *N* = 7–8 per group from two independent experiments. **e** RNA sequencing analysis of the whole skin showing differentially expressed genes associated with cytokines, chemokines, AMPs, epidermis development, tissue repair, and phagocytosis between IMQ-treated *Camk4*^+/+^ and *Camk4*^−/−^ mice (*n* = 3 biologically independent samples). **f** The expression of pathogenic factors in the skin of IMQ-treated mice as determined by quantitative PCR (*n* = 4 biologically independent samples). Data are shown as mean ± SD. For (**b**, **d**, **e**), two-sided unpaired Student’s *t* test; for (**f**), two-sided Mann–Whitney test and two-sided unpaired Student’s *t* test. Source data are provided as a Source Data file.

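Source values of Fig. 2e cover 30 genes, of which the paper calls 23 changed. In the re-analysis with limma, 25 of the 30 passed the fold change and p-value limits of the paper's Methods, and 21 of these are among the paper's 23. *Il22* and *Ccl27a* are called only by the paper, and *Il10*, *Il10rb*, *Sprr2d* and *Lce3b* passed only here. The direction was the same for 29 genes, all but *Il1b*. The groups did not overlap in 23 genes. After Benjamini-Hochberg adjustment over all tested genes, 11 genes had an adjusted p-value under 0.05 with a change of more than 2-fold. Adjusted over the 30 genes alone, 23 did, which shows no stability because the list was drawn from these same mice. *Il10* had an FPKM of 0.53, 0.18 and 0.15 in the *Camk4*+/+ replicates and 3.83, 1.29 and 3.23 in the replicates labelled *Camk4*-/-, a log2 fold change of 2.90 (standard error 0.54, adjusted p = 0.0375, limma). *Lcn2* had an FPKM of 199, 181 and 17.1 in the *Camk4*+/+ replicates and 139, 39.1 and 75.1 in the *Camk4*-/- replicates, a log2 fold change of −0.20 (standard error 1.02, adjusted p = 0.912, limma).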

### Fewer IL-17A^+^γδ TCR^+^ cells and DCs and more macrophages exist in the skin of IMQ-treated *Camk4*^−/−^ mice than that of IMQ-treated WT mice

IMQ triggers psoriatic inflammation through Toll-like receptor 7^28^, which is expressed on multiple myeloid-derived innate immune cells^29^. We found that CaMK4 expression was upregulated in F4/80^+^ and CD11c^+^ cells from IMQ-treated mouse skin compared to healthy mouse skin (Fig. 1f, g). Thus, we determined whether there are associated changes in specific skin myeloid cell subsets. Representative dot plots showing flow cytometric identification of myeloid cell subsets in mouse skin were shown in Supplementary Fig. 4a. We found that the percentage and number of CD11b^+^ DCs were markedly decreased, whereas the percentage and number of MHC II^+^ macrophages were significantly increased in the skin of *Camk4*^−/−^ mice compared to *Camk4*^+/+^ mice, and there were no differences in neutrophils and F4/80^+^CD11c^+^ cells between two groups of mice (Fig. 3a, b).

**Fig. 3:**
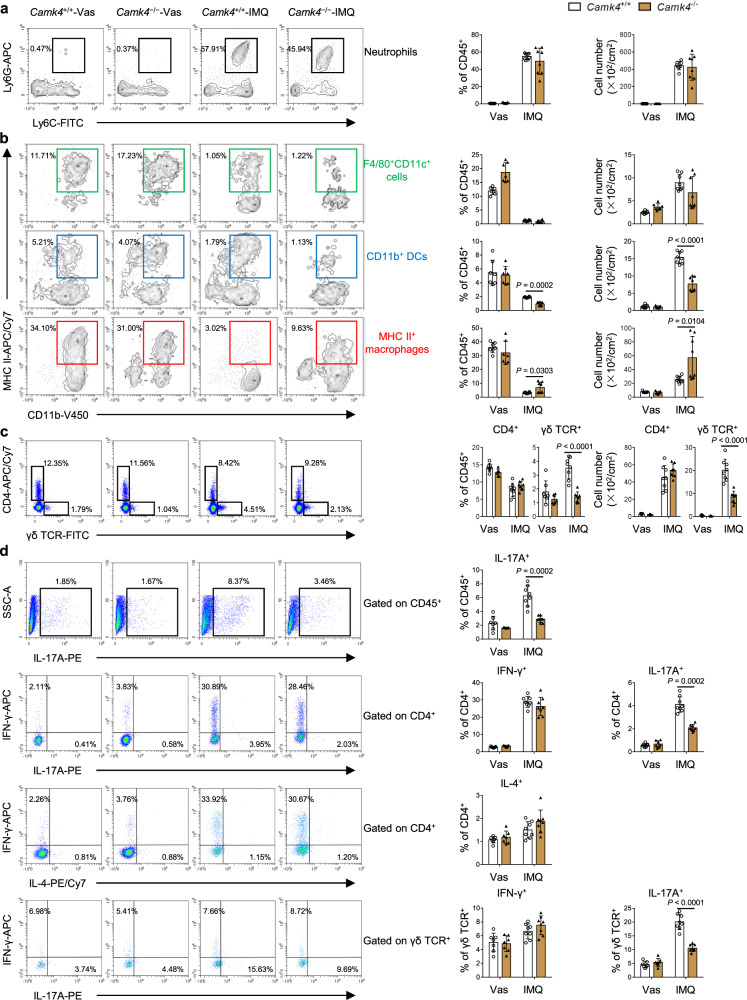
Analysis of mouse skin myeloid cell and T-cell subsets. **a** Representative flow cytometry plots and statistical analysis of neutrophils. **b** Representative flow cytometry plots and statistical analysis of F4/80^+^CD11c^+^ cells, CD11b^+^ DCs, and MHC II^+^ macrophages. **c** Representative flow cytometry plots and statistical analysis of CD4^+^ and γδ TCR^+^ cells. **a**–**c** Representative percentages indicate each subset as a proportion of total CD45^+^ cells. **d** Representative flow cytometry plots and statistical analysis of IL-17A^+^CD45^+^, IFN-γ^+^CD4^+^, IL-4^+^CD4^+^, IL-17A^+^CD4^+^, IFN-γ^+^γδ TCR^+^, and IL-17A^+^γδ TCR^+^ cells. **a**–**d** *N* = 7–8 per group from two independent experiments. Data are shown as mean ± SD. For (**a**–**d**), two-sided Mann–Whitney test and two-sided unpaired Student’s *t* test. Source data are provided as a Source Data file.

When innate immune cells, such as DCs, are activated; they release IL-23 and IL-1β to activate αβ T cells and γδ T cells, which produce IL-17A leading to the abnormal proliferation of KCs^4,30,31^. We then detected CD4^+^ and γδ TCR^+^ cell subsets in mouse skin. The gating strategy for the identification of mouse skin T cell subsets was shown in Supplementary Fig. 4b. The results showed that the percentage and number of γδ TCR^+^ cells were decreased (Fig. 3c), while the percentages of IL-17A^+^CD45^+^, IL-17A^+^CD4^+^, and IL-17A^+^γδ TCR^+^ cells were decreased in the skin of IMQ-treated *Camk4*^−/−^ mice compared with those in IMQ-treated *Camk4*^+/+^ mice (Fig. 3d). The percentages of IL-4^+^CD4^+^, IFN-γ^+^CD4^+^, and IFN-γ^+^γδ TCR^+^ cells in the skin were not different between two groups of mice (Fig. 3d). We also found that IL-17A in mouse skin was primarily produced by γδ TCR^+^ cells, whereas IFN-γ was primarily produced by CD4^+^ T cells after IMQ treatment (Fig. 3d).

Through linear regression analysis between IL-17A-producing cells and altered myeloid cells in the skin of IMQ-treated *Camk4*^+/+^ and *Camk4*^−/−^ mice, we noted that the percentage of CD11b^+^ DCs was positively correlated with the percentages of IL-17A^+^CD4^+^ (*R*^2^ = 0.6964, *P* < 0.0001), IL-17A^+^γδ TCR^+^ (*R*^2^ = 0.7193, *P* < 0.0001), and γδ TCR^+^ cells (*R*^2^ = 0.5512, *P* = 0.0010) (Supplementary Fig. 5a). Nevertheless, there were negative correlations between the percentage of MHC II^+^ macrophages and the percentages of IL-17A^+^CD4^+^ (*R*^2^ = 0.2592, *P* = 0.0440), IL-17A^+^γδ TCR^+^ (*R*^2^ = 0.2788, *P* = 0.0355), and γδ TCR^+^ cells (*R*^2^ = 0.3773, *P* = 0.0144) (Supplementary Fig. 5b). Additionally, the number of CD11b^+^ DCs was positively correlated with the number of γδ TCR^+^ cells (*R*^2^ = 0.5193, *P* = 0.0016), whereas the number of MHC II^+^ macrophages was negatively correlated with the number of γδ TCR^+^ cells (*R*^2^ = 0.3893, *P* = 0.0098) (Supplementary Fig. 5c).

The proportions of conventional DCs and moDCs, which drive psoriatic inflammation by producing IL-23^9,10^, were reduced in the skin of IMQ-treated *Camk4*^−/−^ mice compared to IMQ-treated *Camk4*^+/+^ mice (Fig. 3b). Dermal macrophages have functions of scavenging and killing microorganisms and are unable to migrate and activate T cells^32^. In the present study, the proportions of MHC II^+^ macrophages were increased in the skin of IMQ-treated *Camk4*^−/−^ mice compared to IMQ-treated *Camk4*^+/+^ mice and exhibited a strong negative linear correlation with IL-17A^+^γδ TCR^+^ cells (Fig. 3b and Supplementary Fig. 5b). Therefore, we focused on macrophages and speculated that CaMK4 promotes psoriasis by controlling macrophages.

### CaMK4 inhibits IL-10 production by macrophages through the ADCY1-cAMP-Erk1/2 and p38 pathways to promote IMQ-induced psoriasis

Macrophages perform regulatory functions mainly through the production of IL-10^33^. This immunomodulatory cytokine is a central anti-inflammatory mediator that reduces tissue damage caused by excessive and uncontrolled inflammatory stimulation and protects the host from an excessive inflammatory response^34,35^. Thus, we analyzed IL-10 expression in the skin and in macrophages from IMQ-treated *Camk4*^−/−^ and *Camk4*^+/+^ mice, respectively. The IL-10 gene and protein levels in the skin of IMQ-treated *Camk4*^−/−^ mice were significantly greater than those in IMQ-treated *Camk4*^+/+^ mice (Fig. 4a, b). We then performed dual immunofluorescence and intracellular staining of flow cytometry experiments to explore the source of IL-10. We found that the number of F4/80^+^IL-10^+^ cells in the dermis of IMQ-treated *Camk4*^−/−^ mice was increased compared to IMQ-treated *Camk4*^+/+^ mice (Fig. 4c), indicating that the number of dermal IL-10-producing macrophages was increased in IMQ-treated *Camk4*^−/−^ mice. Intracellular staining of IL-10 also showed that the amount of IL-10 in MHC II^+^ macrophages from the skin of IMQ-treated *Camk4*^−/−^ mice was greater than that in IMQ-treated *Camk4*^+/+^ mice (Fig. 4d, e). However, the amount of F4/80^+^CD11c^+^ cell- and CD11b^+^ DC-derived IL-10 in the skin was not different between the two groups of mice (Fig. 4d, e). In addition, we found that dermal MHC II^+^ macrophages were the main source of IL-10 in IMQ-treated *Camk4*^−/−^ mice (Fig. 4d, e). These data reflect that CaMK4 may regulate IL-10 production in MHC II^+^ macrophages.

**Fig. 4:**
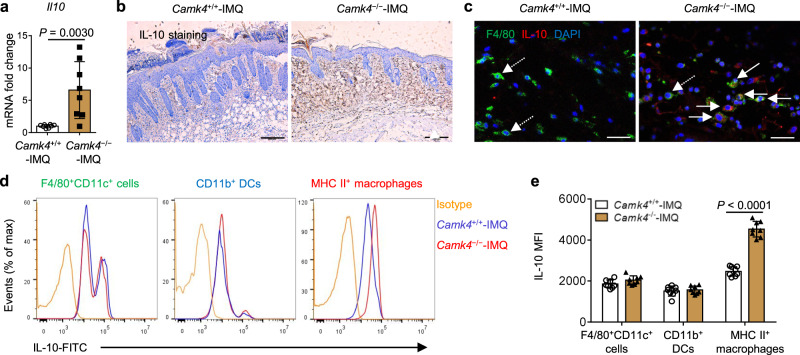
Dermal MHC II^+^ macrophages are the main source of IL-10 in IMQ-treated *Camk4*^−/−^ mice. **a** Quantitative PCR analysis of *Il10* expression in mouse skin. **b** Mouse skin sections were stained for IL-10. Scale bar = 200 μm. **c** Immunofluorescent microscopy images of mouse skin sections stained with anti-F4/80 (green), anti-IL-10 (red), and DAPI (blue). The solid arrows show F4/80^+^IL-10^+^ cells, and the dashed arrows show F4/80^+^IL-10^−^ cells in the dermis. Scale bar = 50 μm. **d** The expression of IL-10 in F4/80^+^CD11c^+^ cells, CD11b^+^ DCs, and MHC II^+^ macrophages as determined by flow cytometry. **e** Statistical analysis of the MFI of IL-10. **a**–**e** *N* = 8 per group from two independent experiments. Data are shown as mean ± SD. For (**a**), two-sided Mann–Whitney test; for (**e**), two-sided unpaired Student’s *t* test. Source data are provided as a Source Data file.

To investigate how CaMK4 regulates IL-10 production in macrophages, we performed a co-immunoprecipitation (co-IP) assay with CaMK4 antibody followed by LC-MS/MS using RAW264.7 cells. A partial list of proteins binding to CaMK4 was shown in Supplementary Table 1. The proteins AKT, CREM, and Calm all have been reported to interact with CaMK4. In the present study, adenylyl cyclase 1 (ADCY1) was discovered to interact with CaMK4. It has been reported that the ADCY1-cyclic adenosine monophosphate (cAMP) signaling is a positive regulator of Erk1/2 and p38^36,37^, and the Erk1/2 and p38 MAPK pathways are important in *Il10* gene regulation in myeloid cells^34,35,38^. Thus, we focused on ADCY1 and explored the mechanism by which CaMK4 affects the ADCY1-cAMP-Erk1/2 and p38 pathways. We subsequently performed co-IP and western blot assays in mouse bone marrow-derived macrophages (BMDMs) to test the interaction between CaMK4 and ADCY1. As shown in Fig. 5a, CaMK4 directly interacted with ADCY1. In the subsequent CaMK4 inhibition experiments, we treated BMDMs with the CaMK4 inhibitor KN-93. KN-93 inhibits not only CaMK4 but also CaMK2; thus, we detected the expression of *Camk2a*, *Camk2b*, *Camk2d*, and *Camk2g* in BMDMs with or without IMQ treatment. Our results showed that the expression of *Camk2b* was upregulated in IMQ-treated BMDMs compared to DMSO-treated BMDMs, whereas the expression of *Camk2a*, *Camk2d*, and *Camk2g* was not different between the two groups (Supplementary Fig. 6a). Additionally, the expression of CaMK4 was upregulated in IMQ-treated BMDMs compared to DMSO-treated BMDMs (Fig. 5b, lane 2 versus lane 1). These results indicate that CaMK4 is preferentially induced and indirectly prove that KN-93 inhibits CaMK4 in IMQ-treated BMDMs. To test the inhibition efficiency of KN-93, BMDMs were treated with KN-93. The results showed that CaMK4 protein level was decreased with the increase of KN-93 concentration (Supplementary Fig. 6b). In IMQ-treated BMDMs, KN-93 treatment markedly increased Erk1/2 and p38 phosphorylation (Fig. 5b, lane 3 versus lane 2) as well as IL-10 gene and protein levels (Fig. 5c, d, column 3 versus column 2); in addition, inhibitions of Erk1/2 and p38 blocked the increase of IL-10 gene and protein levels (Fig. 5c, d, columns 7 and 10 versus column 3). Interestingly, we found that ADCY1 expression was increased after CaMK4 inhibition (Fig. 5b, lane 3 versus lane 2). Cotreatment of the ADCY1 inhibitor ST034307 and KN-93 reduced Erk1/2 and p38 phosphorylation (Fig. 5b, lane 4 versus lane 3) as well as IL-10 gene and protein levels (Fig. 5c, d, column 4 versus column 3) compared to KN-93 treatment; meanwhile, the addition of cAMP elevated and restored Erk1/2 and p38 phosphorylation (Fig. 5b, lane 5 versus lane 3, lane 6 versus lane 4) as well as IL-10 gene and protein levels (Fig. 5c, d, column 5 versus column 3, column 6 versus column 4) compared to KN-93 treatment and cotreatment of ST034307 and KN-93, respectively; additionally, inhibitions of Erk1/2 and p38 reduced IL-10 gene and protein levels in the presence of cAMP (Fig. 5c, d, columns 8 and 11 versus column 5, columns 9 and 12 versus column 6). Taken together, these data indicate that CaMK4 downregulates the ADCY1-cAMP-Erk1/2 and p38 pathways, thus inhibiting IL-10 production in macrophages.

**Fig. 5:**
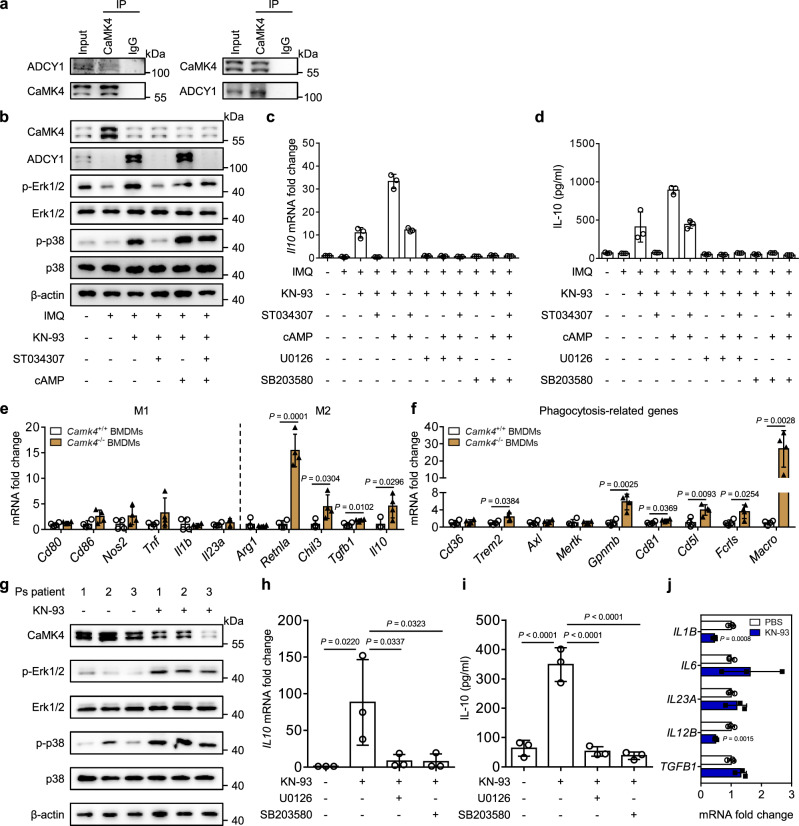
CaMK4 inhibits IL-10 production by macrophages through the ADCY1-cAMP-Erk1/2 and p38 pathways. **a** Co-IP assay of CaMK4 and ADCY1 in BMDMs. **b** Western blot analysis of CaMK4, ADCY1, p-Erk1/2, Erk1/2, p-p38, and p38 in BMDMs treated with IMQ, KN-93, ST034307, or cAMP. **c** Quantitative PCR analysis of *Il10* expression as indicated (*n* = 3 biologically independent samples). **d** ELISA analysis of IL-10 in the supernatants of BMDMs as indicated (*n* = 3 biologically independent samples). **e** Quantitative PCR analysis of macrophage phenotype markers (M1 and M2) in *Camk4*^+/+^ and *Camk4*^−/−^ BMDMs stimulated with IMQ (*n* = 4 biologically independent samples). **f** Quantitative PCR analysis of phagocytosis-related genes (*n* = 4 biologically independent samples). **g** Western blot analysis of CaMK4, p-Erk1/2, Erk1/2, p-p38, and p38 in MACS-sorted peripheral CD14^+^ monocytes from patients with psoriasis. **h** Quantitative PCR analysis of *IL10* in monocytes (*n* = 3 biologically independent samples). **i** ELISA analysis of IL-10 in monocyte supernatants (*n* = 3 biologically independent samples). **j** Quantitative PCR analysis of pro-inflammatory genes in monocytes (*n* = 3 biologically independent samples). The experiments in **a**–**f** were repeated three times with similar results. Data are shown as mean ± SD. For (**e**, **f**, **j**), two-sided unpaired Student’s *t* test; for (**h**, **i**), one-way ANOVA with Bonferroni’s post-test. Source data are provided as a Source Data file.

We further assessed the regulation of CaMK4 in macrophage polarization in vitro and found that *Camk4* deficiency had no effect on M1 macrophage polarization, but resulted in increased expression of M2 macrophage genes, including *Retnla* (Fizz1), *Chil3* (Ym1), *Tgfb1*, and *Il10* (Fig. 5e). Moreover, the expression of phagocytosis-related genes *Trem2*, *Gpnmb*, *Cd81*, *Cd5l*, *Fcrls*, and *Macro* was upregulated in IMQ-treated *Camk4*^−/−^ BMDMs compared to *Camk4*^+/+^ BMDMs (Fig. 5f). These data demonstrate that CaMK4 restricts M2 macrophage polarization and macrophage phagocytosis.

To confirm the mechanism by which CaMK4 inhibits IL-10 production through the Erk1/2 and p38 pathways found in mouse macrophages, we sorted peripheral CD14^+^ monocytes from patients with psoriasis. Peripheral monocytes treated with KN-93 showed increased Erk1/2 and p38 phosphorylation as well as IL-10 gene and protein levels compared to untreated peripheral monocytes (Fig. 5g–i). Moreover, the addition of Erk1/2 and p38 inhibitors reduced IL-10 gene and protein levels (Fig. 5h, i). Furthermore, the expression of *IL1B* and *IL12B* was downregulated in KN-93-treated peripheral monocytes compared to untreated peripheral monocytes (Fig. 5j).

We then performed BMDM transfer, exogenous IL-10 addition, and endogenous IL-10 neutralization experiments in vivo. As shown in Fig. 6, IMQ-treated WT mice that received *Camk4*^−/−^ BMDMs showed less severe psoriatic inflammation and decreased mRNA levels of skin pathogenic factors, including *S100a8*, *S100a9*, *Tnf*, *Il17a*, *Il23a*, *Ccl2*, and *Ccl20*, compared with those of IMQ-treated WT mice that received *Camk4*^+/+^ BMDMs. Encouragingly, *Il10* expression was significantly increased in the skin of IMQ-treated WT mice after *Camk4*^−/−^ BMDM transfer (Fig. 6e). In addition, IMQ-treated WT mice that received IL-10 showed less severe psoriatic inflammation and reduced mRNA levels of skin pathogenic factors, including *Camp*, *Tnf*, *Il1b*, *Il17a*, *Il23a*, and *Ccl2*, compared to control mice receiving PBS (Supplementary Fig. 7). In contrast, IMQ-treated *Camk4*^−/−^ mice with anti-IL-10 neutralization showed more severe psoriatic inflammation compared to control mice treated with IgG (Supplementary Fig. 8). Collectively, these results provide evidence that loss of *Camk4* restores IL-10 production in macrophages, thereby alleviating IMQ-induced psoriatic inflammation.

**Fig. 6:**
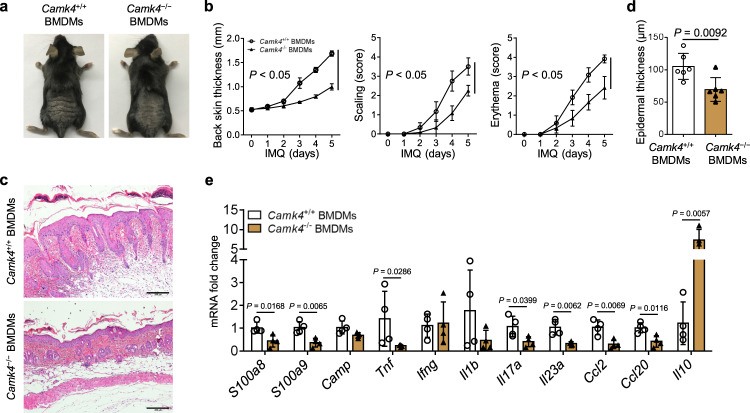
*Camk4*^−/−^ BMDM transfer alleviates IMQ-induced psoriatic inflammation. A total of 1 × 10^6^ BMDMs from *Camk4*^+/+^ or *Camk4*^−/−^ mice were intravenously injected into each WT mouse 1 h before IMQ treatment at day 0, and mice were euthanized after continuous application of IMQ for 5 days. **a** Representative photo of mouse back skin. **b** Scoring curves of back skin thickness, scaling, and erythema. **c** Skin histology. Scale bar = 200 μm. **d** Statistical analysis of epidermal thickness. **a**–**d** *N* = 6 per group from two independent experiments. **e** The expression of pathogenic factors in the skin of IMQ-treated mice as determined by quantitative PCR (*n* = 4 biologically independent samples). Data are shown as mean ± SD. For (**b**, **d**), two-sided unpaired Student’s *t* test; for (**e**), two-sided Mann–Whitney test and two-sided unpaired Student’s *t* test. Source data are provided as a Source Data file.

To directly assess the cell type-intrinsic function of *Camk4* in macrophages, we established a conditional *Camk4* knockout mouse model, named *Camk4*^fl/fl^ *Lyz2*-Cre mice. These mice and control mice were treated with IMQ, and skin inflammation and gene expression were analyzed. As shown in Fig. 7a–d, loss of *Camk4* in macrophages alleviated IMQ-induced psoriatic inflammation. Accordingly, genes associated with psoriasis, including *S100a8*, *S100a9*, *Camp*, *Tnf*, *Il1b*, *Il23a*, and *Ccl2*, were strongly downregulated (Fig. 7e). The alleviation of disease was correlated with more MHC II^+^ macrophages in the skin (Fig. 7f, g).

**Fig. 7:**
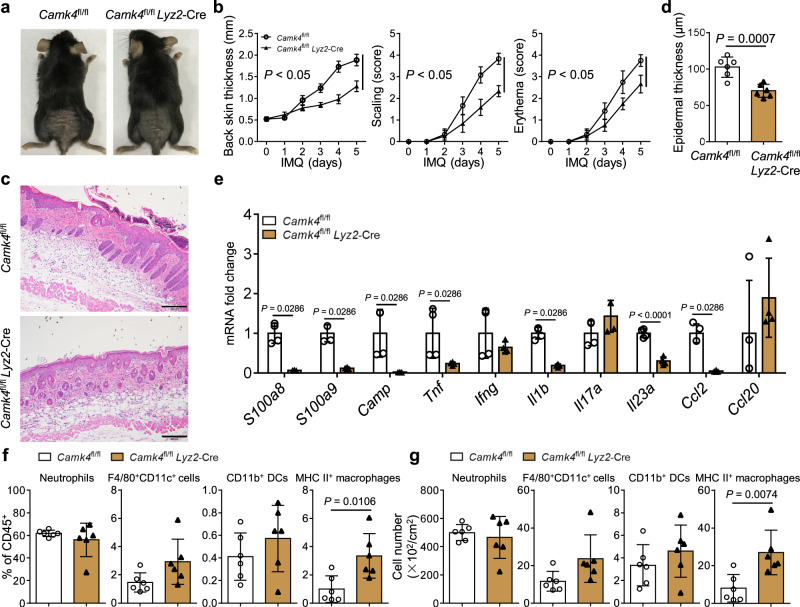
Loss of *Camk4* in macrophages alleviates IMQ-induced psoriatic inflammation. **a** Representative photos of mouse back skin. **b** Scoring curves of back skin thickness, scaling, and erythema. **c** H&E staining of skin sections. Scale bar = 200 μm. **d** Statistical analysis of epidermal thickness. **e** Quantitative PCR analysis of pathogenic factors in the skin of IMQ-treated mice (*n* = 4 biologically independent samples). **f**, **g** The percentages and numbers of neutrophils, F4/80^+^CD11c^+^ cells, CD11b^+^ DCs, and MHC II^+^ macrophages in the skin. **a**–**e**, **f**, **g** *N* = 6 per group from two independent experiments. Data are shown as mean ± SD. For (**b**, **d**, **f**, **g**), two-sided unpaired Student’s *t* test; for (**e**), two-sided Mann–Whitney test and two-sided unpaired Student’s *t* test. Source data are provided as a Source Data file.

### The CaMK4-AKT-NF-κB pathway promotes KC pro-inflammatory phenotypes

CaMK4 expression was upregulated in not only immune cells but also primary KCs in the skin of IMQ-treated mice compared to healthy mouse skin (Fig. 1f, g), which drove us to determine the mechanism of CaMK4 in KCs. To knockdown CaMK4 in the human immortalized KC cell line HaCaT, we transfected HaCaT cells with *CAMK4*-specific siRNA and then stimulated the cells with TNF and IL-17A, which are two cytokines that can mimic the internal inflammatory environment of psoriasis^21^. After TNF and IL-17A stimulation, HaCaT cells transfected with si*CAMK4* showed increased apoptosis at the early stage and late stage (Fig. 8a, b), decreased cell proliferation (Fig. 8c), and reduced expression of pro-inflammatory genes *S100A8*, *CAMP*, *DEFB4A*, *SPRR2A*, *SPRR2B*, *TNF*, *CCL2*, and *CCL20* (Fig. 8d) compared to scrambled control-transfected cells. To link apoptosis, cell cycle, and pro-inflammatory gene expression together, we first analyzed the NF-κB pathway because NF-κB induces a variety of anti-apoptotic factors to protect against TNF-induced apoptosis, regulates cyclin-dependent kinase and cyclin family members to promote cell proliferation, and induces the transcription of multiple pro-inflammatory genes^39–41^. Also, CaMK4 has been reported to modulate the AKT pathway^24,42^. Therefore, we speculated that CaMK4 influences KC phenotypes by regulating the AKT-NF-κB pathway. The co-IP results displayed a physical association between CaMK4 and AKT (Fig. 8e). In addition, the phosphorylation levels of AKT, IKKα/β, and p65 were decreased after *CAMK4* knockdown (Fig. 8f). Taken together, these results demonstrate that CaMK4 inhibits apoptosis as well as promotes cell proliferation and the expression of pro-inflammatory genes through the AKT-NF-κB pathway in KCs.

**Fig. 8:**
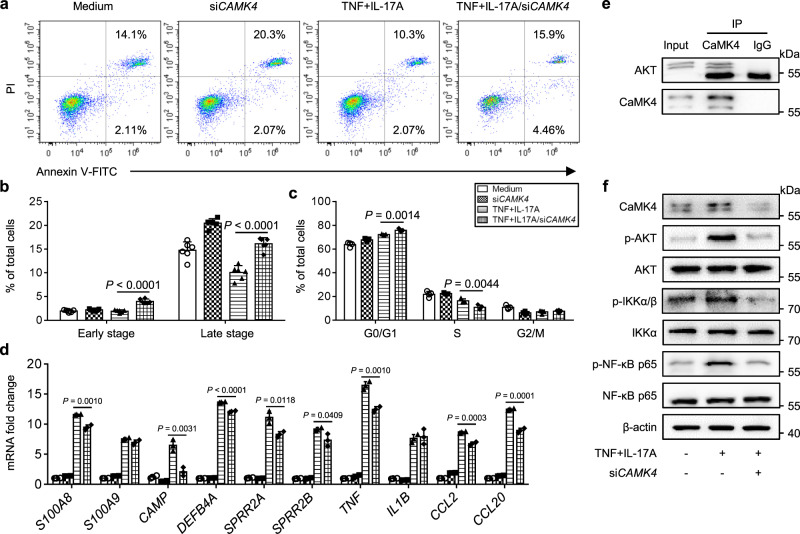
The CaMK4-AKT-NF-κB pathway promotes KC pro-inflammatory phenotypes. HaCaT cells were transfected with si*CAMK4* or scrambled control for 24 h. Then the cells were stimulated with recombinant human TNF (50 ng/ml) and IL-17A (50 ng/ml) for 24 h. The cells were harvested for analyses of apoptosis, cell cycle, and gene and protein levels. **a** Representative flow cytometry plots of HaCaT cell apoptosis. **b** The proportions of early and late apoptotic cells (*n* = 6 biologically independent samples). **c** Statistical analysis of G0/G1, S, and M phases of cell cycle (*n* = 4 biologically independent samples). **d** The expression of pro-inflammatory genes as determined by quantitative PCR (*n* = 3 biologically independent samples). **e** Co-IP assay of CaMK4 and AKT. **f** Western blot analysis of CaMK4, p-AKT, AKT, p-IKKα/β, IKKα, p-NF-κB p65, and NF-κB p65. The experiments in **a**–**f** were repeated three times with similar results. Data are shown as mean ± SD. For (**a**–**d**), two-sided unpaired Student’s *t* test. Source data are provided as a Source Data file.

### CaMK4 inhibitor ameliorates IMQ-induced psoriasis

To explore interventions targeting CaMK4 for psoriasis treatment, the in vivo therapeutic efficacy of the CaMK4 inhibitor KN-93 was assessed (Fig. 9a). IMQ-treated WT mice treated with KN-93 displayed less severe psoriatic inflammation and reduced mRNA levels of skin pathogenic factors, including *S100a8*, *S100a9*, *Tnf*, *Il1b*, *Il17a*, *Il23a*, and *Ccl2*, compared to IMQ-treated WT mice that received PBS (Fig. 9b–f). In addition, *Il10* expression was increased in the skin of IMQ-treated mice treated with KN-93 (Fig. 9f). In order to eliminate the influence of CaMK2, we detected the expression of *Camk2a*, *Camk2b*, *Camk2d*, and *Camk2g* in the skin of IMQ-treated mice and control mice. The expression of *Camk2a* and *Camk2b* was decreased in the skin of IMQ-treated mice compared to control mice, whereas the expression of *Camk2d* and *Camk2g* was not different between the two groups of mice (Supplementary Fig. 9a). Additionally, compared to IMQ-treated *Camk4*^−/−^ mice, KN-93 and IMQ-treated *Camk4*^−/−^ mice had no difference in the severity of IMQ-induced psoriasis (Supplementary Fig. 9b–e). Briefly, these data suggest that the reduction of the severity of IMQ-induced psoriasis by KN-93 is mainly caused by the inhibition of CaMK4 rather than CaMK2.

**Fig. 9:**
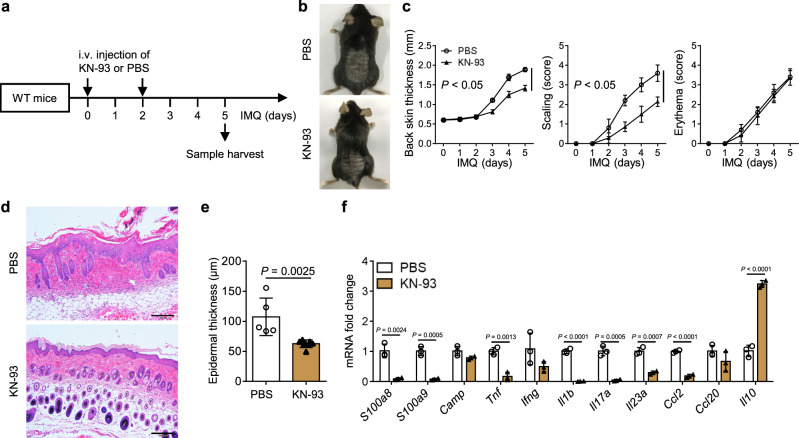
CaMK4 inhibitor ameliorates IMQ-induced psoriasis. **a** Schematic representation of the mouse model. WT mice were topically treated with 62.5 mg IMQ on shaved back skin daily for 5 consecutive days. KN-93 (0.24 mg per mouse) or PBS was intravenously injected into the mice 1 h before IMQ treatment on day 0 and day 2. Samples were harvested on day 5 for subsequent experiments. **b** Representative photos of mouse back skin. **c** Scoring curves of back skin thickness, scaling, and erythema. **d** H&E staining of skin sections. Scale bar = 200 μm. **e** Statistical analysis of epidermal thickness. **a**–**e** *N* = 5–7 per group from two independent experiments. **f** The expression of pathogenic factors in the skin of IMQ-treated mice as determined by quantitative PCR (*n* = 3 biologically independent samples). Data are shown as mean ± SD. For (**c**), two-sided unpaired Student’s *t* test; for (**e**), two-sided Mann–Whitney test; for (**f**), two-sided Mann–Whitney test and two-sided unpaired Student’s *t* test. Source data are provided as a Source Data file.

## Discussion

The contribution of CaMK4 in SLE and EAE is gradually becoming understood. CaMK4 promotes the differentiation of Th17 cells and the production of IL-17, and this cytokine is a key factor in IL-17-associated autoimmune diseases, such as SLE, EAE, and psoriasis^5,6,24,26^. The αβ T cells and γδ T cells respectively account for ~50% of skin T cells, and IL-17 is mainly secreted by dermal γδ T cells^30^. In the present study, we found that CaMK4 promoted IL-17 production by Th17 cells and γδ T17 cells and that IL-17A was mainly produced by γδ T cells in the skin of IMQ-treated mice. The mechanism of CaMK4 affecting psoriasis is mediated by γδ T17 cells, which is different from the function of Th17 cells in SLE.

The expression of many genes known to be associated with psoriasis, including *Lce3f*, *Sprr2b*, *Krt15*, *S100a8*, *S100a9*, *Il17a*, *Il17f*, *Il18*, *Il20*, *Il22*, and *Ccl20*, was downregulated in the skin of IMQ-treated *Camk4*^−/−^ mice compared with those of IMQ-treated *Camk4*^+/+^ mice. 

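In the skin of 3 mice per group, *Sprr2b* (chromosome 3 from 92316620 to 92318085), which encodes a small proline-rich protein of the cornified envelope, had an FPKM of 133 ± 20.1 (SD, n = 3) in *Camk4*+/+ and 17.4 ± 18.6 (SD, n = 3) in *Camk4*-/- skin. Its log2 fold change was −3.45 (standard error 0.69, adjusted p = 0.0428 from limma with Benjamini-Hochberg adjustment). *Lce3f* (chromosome 3 from 92992226 to 92993426), a late cornified envelope gene, had an FPKM of 52.6 ± 4.95 (SD, n = 3) and 12.5 ± 9.88 (SD, n = 3), a log2 fold change of −2.72 (standard error 0.95, adjusted p = 0.114, limma). *Krt15* (chromosome 11 from 100131758 to 100135928), a basal keratin, had 373 ± 98.2 (SD, n = 3) and 110 ± 105 (SD, n = 3), a log2 fold change of −2.34 (standard error 0.84, adjusted p = 0.123, limma). For each of the 3 genes, every mouse labelled *Camk4*-/- was below every *Camk4*+/+ mouse (exact permutation test, two-sided, p = 0.1). With each mouse left out in turn, *Sprr2b* passed the threshold in 6 of 6 fits, *Lce3f* in 3 and *Krt15* in 2. *Sprr2b* and *Lce3f* belong to clusters of similar genes, between which the authors' quantification could have split fragments.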

The decrease of these pathogenic factors was accompanied by reduced skin inflammation in *Camk4*^−/−^ mice treated with IMQ. LCE3F, SPRR2B, KRT15, S100A8, and S100A9, which are released by KCs^43,44^, are recognized as antigens by immune cells, particularly pattern recognition receptor-expressing antigen-presenting cells. The activated immune cells then secrete pro-inflammatory cytokines IL-17 and IL-22 to contribute to psoriasis progression. CCL20 is the ligand of CCR6, and this chemokine receptor is responsible for recruiting leukocytes to psoriatic lesional skin and is expressed on various immune cells, including IL-17-producing T cells, monocytes, LCs, and DCs^45–47^. Our results displayed that the numbers of Th17 cells, γδ T17 cells, and DCs were significantly decreased in the skin of IMQ-treated *Camk4*^−/−^ mice compared to IMQ-treated *Camk4*^+/+^ mice. Therefore, it appears that CaMK4 is required for CCL20/CCR6 chemotactic cell infiltration.

In the present study, we identified mouse skin myeloid cells based on a combination of markers. Neutrophils and monocytes were identified as Ly6G^+^Ly6C^intermediate^ and Ly6C^hi^, respectively^48–51^. Henri et al. have used numerous markers, including CD11b, CD24, CD64, Ly6C, CCR2, and MHC II, to elegantly and clearly identify skin LCs, CD11b^+^ cDCs, Ly6C^hi^ moDCs, Ly6C^lo^ moDCs, MHC II^+^ macrophages, and MHC II^−^ macrophages^32,50,52^. Here, we used F4/80, CD11c, CD11b, and MHC II to clearly identify skin DCs and macrophages based on the expression of F4/80 on tissue macrophages and CD11c on DCs^11,53–55^. Skin CD11b^+^ DCs were identified as F4/80^−^CD11c^+^CD11b^+^MHC II^+^, and MHC II^+^ macrophages were identified as F4/80^+^CD11c^−^CD11b^+^MHC II^+^. The F4/80^+^CD11c^+^ cells included LCs, moDCs, and monocyte-derived macrophages in the inflamed skin of IMQ-treated mice. We found that there were fewer CD11b^+^ DCs in the skin of IMQ-treated *Camk4*^−/−^ mice compared to IMQ-treated *Camk4*^+/+^ mice, which was consistent with the downregulation of the chemokine CCL20 in the skin of IMQ-treated *Camk4*^−/−^ mice. Interestingly, the number of MHC II^+^ macrophages was markedly increased in the skin of IMQ-treated *Camk4*^−/−^ mice compared to IMQ-treated *Camk4*^+/+^ mice. Our in vitro experiments demonstrated that *Camk4*^−/−^ macrophages tended to M2 macrophage polarization. M2 macrophages have an important function in alleviating psoriatic inflammation. Miki et al. have found that 4-1BBL knockout macrophages treated with LPS plus IFN-γ showed decreased M1 macrophage polarization, whereas those treated with IL-4 showed increased M2 macrophage polarization compared to WT macrophages. This skewed M1/M2 ratio toward M2 macrophages is associated with alleviating IMQ-induced psoriasis in mice^56^. Additionally, in IL-35-treated K14-VEGF-A-Tg mice, M2 macrophages have been demonstrated to be increased and accompanied by reduced inflammation^57^. Moreover, our results showed that *Camk4*^−/−^ macrophages had a stronger phagocytic capacity than *Camk4*^+/+^ macrophages. Macrophage phagocytosis contributes to pathogen and debris clearance, wound repair, tissue remodeling, and skin homeostasis maintenance. We also found that *Camk4*^−/−^ BMDM transfer and loss of *Camk4* in macrophages alleviated IMQ-induced psoriatic inflammation. Macrophages in human skin may not have a single phenotype, M1 or M2, but rather they have great phenotypic plasticity in responding to the microenvironment. Furthermore, in human psoriatic lesional skin, a subpopulation of CD163-positive macrophages is classically activated and produces inflammatory molecules^58^. However, the CD163 marker is more assimilated to “alternative” macrophages or M2 macrophages in normal human skin. There are only limited reports of macrophages in human psoriasis, possibly because there are too few macrophages and it is difficult to isolate from human skin. Single-cell sequencing of human skin may be able to elucidate the function of macrophages.

IL-10 is an anti-inflammatory cytokine that inhibits the production of pro-inflammatory cytokines and chemokines, including IL-1, IL-6, TNF, CCL2, and CCL5^59–61^. On the contrary, Hedrich et al. have reported that STAT3 promotes IL-10 expression in lupus T cells, and increased IL-10 in the serum and tissue is correlated with disease activity and tissue damage^62,63^. The opposite functions of IL-10 may be associated with the different types of cells, tissues, and diseases. The diminished level of IL-10 in the serum and skin of patients with psoriasis is critical for the induction of disease flare-ups^64,65^. IL-10 is a negative regulator of psoriasis. In the present study, we observed increased expression of IL-10 in the skin of IMQ-treated *Camk4*^−/−^ mice compared to IMQ-treated *Camk4*^+/+^ mice. Our immunofluorescent and flow cytometric analyses indicated that macrophages were the major population of IL-10-releasing myeloid cells in the skin of IMQ-treated *Camk4*^−/−^ mice. Our in vitro data confirmed that CaMK4 directly interacted with ADCY1 and downregulated the ADCY1-cAMP-Erk1/2 and p38 pathways, thus restraining IL-10 production in macrophages. However, the mechanism by which CaMK4 affects ADCY1 needs further study, and we speculate that CaMK4 may degrade ADCY1 by recruiting and phosphorylating ubiquitinase. We also found that exogenous IL-10 addition alleviates the severity of IMQ-induced psoriatic inflammation. These data suggest that after IMQ treatment, CaMK4 controls the expression of pro-inflammatory factors to promote psoriasis progression by inhibiting IL-10 production in macrophages. Notably, clinical trials of IL-10 administration for psoriasis treatment have shown limited success, but it yields some promising results. Further studies are needed to understand the regulation of IL-10 expression and function in different contexts with the aim of developing treatments for autoimmune diseases.

We confirmed our findings in the skin and peripheral blood of patients with psoriasis. CaMK4 was highly expressed in not only psoriatic lesional skin but also peripheral immune cells, particularly monocytes. *CAMK4* expression in the cells of peripheral blood from patients with psoriasis was positively correlated with the expression of *IL1B* and *IL12B*. IL-1β and IL-12 are mainly secreted by monocytes/macrophages^66,67^, and CaMK4 inhibition downregulated the expression of *IL1B* and *IL12B* in monocytes, indicating that CaMK4 is likely involved in monocyte-derived IL-1β and IL-12 production. In addition, our results showed that CaMK4, through downregulating Erk1/2 and p38 phosphorylation, inhibited IL-10 production in monocytes. Collectively, our data show that CaMK4 has critical functions in monocytes, including promoting pro-inflammatory cytokine production and inhibiting anti-inflammatory cytokine production, thus affecting psoriasis progression.

In summary, our present study provides evidence of the mechanism underlying CaMK4 in the pathogenesis of psoriasis. As shown in Fig. 10, in IMQ- or AMP-activated macrophages, CaMK4 is increased and inhibits IL-10 production through the ADCY1-cAMP-Erk1/2 and p38 pathways as well as reduces the level of IL-10 in the skin, thus allowing excessive psoriatic inflammation. CaMK4 also upregulates monocyte-derived IL-1β and IL-12 expression to stimulate the release of IL-17A by γδ T cells. In turn, IL-17A causes the hyperproliferation of KCs, which produce AMPs (such as S100A8 and LL-37) and chemokines (CCL2 and CCL20) to recruit immune cells into the derma through the CaMK4-AKT-NF-κB pathway.

**Fig. 10:**
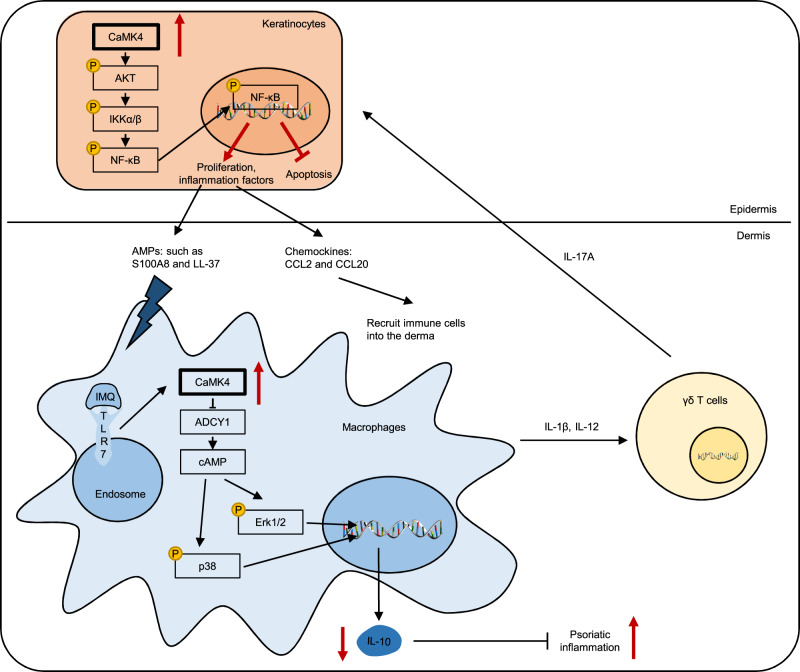
Model diagram of the mechanism underlying CaMK4 in the pathogenesis of psoriasis. CaMK4 is increased in IMQ- or AMP-activated macrophages and inhibits IL-10 production through the ADCY1-cAMP-Erk1/2 and p38 pathways as well as reduces the level of IL-10 in the skin, thus allowing excessive psoriatic inflammation. CaMK4 also upregulates monocyte-derived IL-1β and IL-12 expression to stimulate the release of IL-17A by γδ T cells. In turn, IL-17A causes hyperproliferation of KCs, which produce AMPs (such as S100A8 and LL-37) and chemokines (CCL2 and CCL20) to recruit immune cells into the derma through the CaMK4-AKT-NF-κB pathway.

## Methods

### Human participants

Peripheral blood samples of patients with psoriasis and healthy controls listed in Supplementary Table 2, came from the First Affiliated Hospital of Anhui Medical University (Hefei, China). Patients with psoriasis were diagnosed with psoriasis vulgaris by two senior dermatologists. Paraffin-embedded healthy skin tissues and paired psoriatic lesional skin and non-lesional skin tissues listed in Supplementary Table 2, were from the Pathology Laboratory of Dermatology, the First Affiliated Hospital of Anhui Medical University (Hefei, China). Written informed consent was obtained from all participants.

### Mice

*Camk4*^+/+^ (or WT), *Camk4*^−/−^, *Camk4*^flox/flox^, and *Lyz2*-Cre mice on C57BL/6 background were purchased from GemPharmatech Corporation (Nanjing, China). *Camk4*^flox/flox^ mice were crossed to *Lyz2*-Cre mice to create *Camk4*^fl/fl^ *Lyz2*-Cre mice. All mice were housed under dark/light cycle of 12 h, an ambient temperature of 22–25 °C, the humidity of 30–70%, and specific-pathogen-free conditions at the Laboratory Animal Center of Anhui Medical University. All mice experiments were performed with 8–10-week-old female mice on C57BL/6 background.

### Treatment of mice

For the establishment of psoriasis mouse model, mice were topically treated with 62.5 mg commercially available 5% IMQ cream (Med-shine Pharma, Chengdu, China) on shaved 2.5 cm × 2.5 cm back skin daily for 5 consecutive days. For exogenous IL-10 administration, 1 μg recombinant mouse IL-10 (BioLegend, #575804) in 200 μl PBS or 200 μl PBS control was intravenously injected into each mouse 1 h before IMQ treatment on day 0 and day 2. For endogenous IL-10 neutralization, 0.2 mg anti-mouse IL-10 (Bio X Cell, #BE0049, JES5-2A5) or IgG in 200 μl PBS was intravenously injected into each mouse 1 h before IMQ treatment at day 0 and day 2. For inhibiting CaMK4, 0.24 mg CaMK4 inhibitor KN-93 (MedChemExpress, #HY-15465B) in 200 μl PBS or 200 μl PBS was intravenously injected into each mouse 1 h before IMQ treatment on day 0 and day 2. The severity of back skin was assessed by thickness, scaling, and erythema daily according to the clinical Psoriasis Area and Severity Index. The back skin thickness was measured using a vernier caliper. Scaling and erythema were scored from 0–4: 0, none; 1, slight; 2, moderate; 3, marked; and 4, very marked. On day 5, mice were euthanized, and samples were harvested for subsequent experiments.

### Isolation of mouse skin primary KCs and immune cells

The isolation method of mouse skin primary KCs was described previously^68^. In brief, shaved back skin was incubated in 1% Typsin without EDTA at 37 °C for 1 h. After separating the epidermis from the dermis, the epidermis was cut into small pieces enough to enter the tip of a 10-ml pipette. Single-cell suspensions were prepared by repeated pipetting with a 10-ml pipette and filtering through a 100-μm cell strainer. Primary KCs were used for protein and RNA extractions.

For isolation of immune cells, mouse back skin was separated at the indicated time point, then cut into small pieces and incubated in RPMI 1640 medium containing 1 mg/ml collagenase IV (Sigma, #C5138), 50 μg/ml DNase I (Sangon Biotech, #A610099, Shanghai, China), 10 mM HEPES (Sangon Biotech, #E607018), and 10% FBS (Gbico, #12657-029) at 37 °C for 90 min. Digested skin pieces were passed through a 74-μm nylon mesh, and the suspensions were added additional RPMI 1640 to inactivate enzyme activity. Skin leukocytes were isolated by 30% and 70% percoll (GE Healthcare, #17-0891-01) at 1260 g for 20 min. The pellets were resuspended in PBS, and the cell number was counted.

### Flow cytometric analysis

For mouse skin myeloid cell detection, 1 × 10^6^ cells were blocked with purified anti-mouse CD16/32 (BD Pharmingen, #101302, 93, 1/200 dilution) and then stained with fluorochrome-conjugated monoclonal antibodies (Abs) for cell surface markers, including PerCP/Cy5.5-CD45 (BD Pharmingen, #561869, 30-F11, 1/200 dilution), V450-CD11b (BD Pharmingen, #560456, M1/70, 1/200 dilution), FITC-Ly6C (BioLegend, #128005, HK1.4, 1/200 dilution), PE-CD11c (BioLegend, #117307, N418, 1/200 dilution), PE/Cy7-F4/80 (BioLegend, #123113, BM8, 1/200 dilution), APC-Ly6G (BioLegend, #127613, 1A8, 1/200 dilution), and APC/Cy7-MHC II (BioLegend, #107627, M5/114.15.2, 1/200 dilution). To detect myeloid cell-derived IL-10, 1 × 10^6^ cells were blocked with purified anti-mouse CD16/32 and were stained with PerCP/Cy5.5-CD45, V450-CD11b, PE-CD11c, PE/Cy7-F4/80, APC-Ly6G, Alexa Fluor 700-Ly6C (BioLegend, #128023, HK1.4, 1/200 dilution), and APC/Cy7-MHC II, and then intracellularly stained with FITC-IL-10 (BioLegend, #505005, JES5-16E3, 1/100 dilution) after fixation and permeabilization with a Foxp3/Transcription Factor Staining Buffer Set (eBioscience, #00-5523-00).

For detecting mouse skin lymphocytes, 1 × 10^6^ cells were stimulated with 30 ng/ml PMA (Sigma, #P8139), 1 μg/ml ionomycin (Sigma, #407951), and 5 μg/ml monensin (MedChemExpress, #HY-N0150) for 4 h. After blocking with purified anti-mouse CD16/32, the cells were surface stained with PerCP/Cy5.5-CD45, V450-CD3 (BD Pharmingen, #560804, 500A2, 1/200 dilution), APC/Cy7-CD4 (BD Pharmingen, #561830, GK1.5, 1/200 dilution), and FITC-γδ TCR (BD Pharmingen, #561996, GL3, 1/200 dilution), and then fixed and permeabilized. The cells were then incubated with APC-IFN-γ (BioLegend, #505809, XMG1.2, 1/100 dilution), PE/Cy7-IL-4 (BioLegend, #504117, 11B11, 1/100 dilution), and PE-IL-17A (BioLegend, #506903, TC11-18H10.1, 1/100 dilution).

For human peripheral blood sample staining, anticoagulant blood samples were lysed by ACK Lysis Buffer (0.829% NH_4_Cl, 0.1% KHCO_3_, 0.00372% EDTA-2Na, pH 7.2-7.4). After neutralizing and centrifugation, human peripheral leukocytes were acquired. 1 × 10^6^ cells were blocked and then incubated with V500-CD45 (BD Pharmingen, #560777, HI30, 1/100 dilution), PerCP/Cy5.5-CD3 (BD Pharmingen, #552852, SP34-2, 1/100 dilution), FITC-CD4 (BD Pharmingen, #555346, RPA-T4, 1/100 dilution), PE/Cy7-CD8 (BD Pharmingen, #566858, HIT8α, 1/100 dilution), and PE-CD14 (BD Pharmingen, #555398, M5E2, 1/100 dilution) for cell surface markers. Then cells were fixed and permeabilized and incubated with rabbit anti-human CaMK4 (Abcam, #ab68218, EP2565AY, 1/100 dilution) and Alexa Fluor 647-conjugated goat anti-rabbit IgG H&L (Abcam, #ab150079, 1/100 dilution).

All data were acquired and analyzed using a CytoFLEX (Beckman Coulter) flow cytometer with CytExpert (version 2.4) software and FlowJo (version V10) software.

### MACS sorting and cell treatment

Five to seven mouse skin tissues were pooled as one sample for MACS sorting. Mouse skin CD3^+^ T cells, CD19^+^ B cells, F4/80^+^ cells, CD11c^+^ cells, and Ly6G^+^ neutrophils were sorted with PE-CD3 (BD Pharmingen, #561824, 145-2C11, 1/100 dilution), PE-CD19 (BD Pharmingen, #561736, 1D3, 1/100 dilution), PE-F4/80 (BioLegend, #123109, BM8, 1/100 dilution), PE-CD11c (BioLegend, #117307, N418, 1/100 dilution), and PE-Ly6G (BioLegend, #127607, 1A8, 1/100 dilution) using anti-PE microbeads (Miltenyi Biotech, #130-048-801) and a MACS system (Miltenyi Biotech, #130-042-201). The purity of sorted cells was >90%. Sorted mouse skin cells were used to extract protein and RNA.

After PBMC preparation, human peripheral monocytes from patients with psoriasis were sorted with PE-CD14 (BD Pharmingen, #555398, M5E2, 1/100 dilution) using anti-PE microbeads and a MACS system. The purity of sorted cells was >90%. Monocytes were treated with KN-93 (10 μM), MEK1/2 (MEK1/2 is upstream of Erk1/2) inhibitor U0126 (20 μM, Sigma, #U120), or p38 inhibitor SB203580 (20 μM, Sigma, #S8307) to extract protein and RNA for 12 h or to test cytokines in the supernatants for 24 h.

### BMDM culture and treatment

Bone marrow cells were flushed from tibias and femurs of *Camk4*^+/+^ and *Camk4*^−/−^ mice and resuspended in RPMI 1640 medium supplemented with 10% FBS, 1% antibiotics, and 10 ng/ml M-CSF (Peprotech, #315-02) at 37 °C with 5% CO_2_. The culture medium was changed every 2 days for 6 days. BMDMs were identified as F4/80 and CD11b double-positive. *Camk4*^+/+^ BMDMs were treated with KN-93 (10 μM), ADCY1 inhibitor ST034307 (20 μM, MedChemExpress, #HY-101279), cAMP (2 μg/ml, Macklin, #A804842, Shanghai, China), U0126 (20 μM), or SB203580 (20 μM) for 1 h and followed by stimulation with IMQ (2 μg/ml, MedChemExpress, #HY-B0180A) for 12 h for protein and RNA extractions or for 24 h for measurement of cytokines. BMDMs from *Camk4*^+/+^ and *Camk4*^−/−^ mice were stimulated with IMQ (2 μg/ml) for 12 h for RNA extraction.

### Adoptive transfer of BMDMs

A total of 1 × 10^6^ BMDMs from *Camk4*^+/+^ or *Camk4*^−/−^ mice were intravenously injected into each WT mouse 1 h before IMQ treatment at day 0, and mice were euthanized after continuous application of IMQ for 5 days.

### Cell lines

Human immortalized KC cell line HaCaT were cultured in DMEM supplemented with 10% FBS and 1% antibiotics. HaCaT cells were transfected with siRNA targeting *CAMK4* (si*CAMK4*, 5′-CCAUUGUGUACAGAUGCAATT-3′, designed and synthetized by GenePharma, Shanghai, China) or scrambled control (5′-UUCUCCGAACGUGUCACGUTT-3′) for 24 h. Then the cells were stimulated with recombinant human TNF (50 ng/ml, Peprotech, #300-01A) and IL-17A (50 ng/ml, Peprotech, #200-17) for 24 h. The cells were harvested for analyses of apoptosis, cell cycle, and gene and protein levels. Cell apoptosis and cell cycle were measured by commercially available kits (cell apoptosis kit: BestBio, #BB-4101, Shanghai, China; cell cycle kit: Beyotime, #C1052, Shanghai, China) according to the manufacturer’s instructions.

Mouse macrophage cell line RAW264.7 was cultured in DMEM supplemented with 10% FBS and 1% antibiotics.

### RNA sequencing

Total RNA was extracted from the whole skin of IMQ-treated *Camk4*^+/+^ and *Camk4*^−/−^ mice. After quality control of RNA amount, purity, and integrity, cDNA library with 300 ± 50 bp size was generated from ~1 μg of total RNA. Then library was sequenced on an Illumina Novaseq 6000 using 2 × 150 bp paired-end sequencing chemistry. Differentially expressed genes were defined as fold change >2 or fold change <0.5 and *p* < 0.05, and then Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were done. 

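In the re-analysis of the deposited FPKM, 6642 of the tested genes had an unadjusted p-value under 0.05 from limma, where 5% of the genes tested is 1057. A fold change above 2 or below 0.5 was found in 5152 genes. After Benjamini-Hochberg adjustment, 1651 genes had an adjusted p-value under 0.05 from limma, whatever their fold change. The paper's Methods state no adjustment for the number of genes. In data simulated for the same number of genes with 200 changed, 95.5% of the changed genes and 400 unchanged genes passed the same limits with limma's p-value. With the adjusted p-value, 65.5% of the changed genes and 6 unchanged genes passed. The simulated changes were all set well beyond a fold change of 2, in genes of higher FPKM. Noise was drawn independently for each gene. These shares thus do not cover changes near the limit, genes with low FPKM or genes that vary together.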

All services were provided by LC Biotech Corporation (Hangzhou, China).

### RNA isolation and quantitative PCR

Total RNA from the whole skin, cells, or whole blood was isolated with Trizol (Invitrogen, #15596018) according to the manufacturer’s instructions. RNA was reverse-transcribed to cDNA using *Evo M-MLV* RT Kit with gDNA Clean for qPCR (Accurate Biology, #AG11728, Changsha, China), and quantitative PCR was performed by SYBR Green Premix *Pro Taq* HS qPCR Kit (Accurate Biology, #AG11701) with a CFX96 Real-Time System (Bio-Rad). Gene expression was calculated by Microsoft Excel (version 2013) using the 2^−ΔΔCT^ method relative to the housekeeping gene GAPDH. All primers listed in Supplementary Tables 3 and 4 were synthesized by Sangon Biotech Corporation.

### Western blot

The cells were lysed in RIPA buffer (Beyotime, #P0013C) containing PMSF (Beyotime, #ST506) and protease and phosphatase inhibitor cocktail (Beyotime, #P1008) for protein extracts. After protein quantification, 20 μg/lane proteins were loaded and subjected to 10% SDS/PAGE gel. The proteins in the gel were transferred onto nitrocellulose membranes and then immunoblotted. The following primary and secondary Abs were used in this study: CaMK4 (anti-mouse CaMK4: Santa Cruze, #sc-55501, H-5, 1/100 dilution; anti-human CaMK4: Abcam, #ab68218, EP2565AY, 1/100000 dilution), ADCY1 (Santa Cruze, #sc-365350, F-10, 1/100 dilution), p-Erk1/2 (Cell Signaling Technology, #4370T, D13.14.4E, 1/1000 dilution), Erk1/2 (Cell Signaling Technology, #4695T, 137F5, 1/1000 dilution), p-p38 (Cell Signaling Technology, #4511T, D3F9, 1/1000 dilution), p38 (Cell Signaling Technology, #8690T, D13E1, 1/1000 dilution), p-AKT (Cell Signaling Technology, #4058S, 193H12, 1/1000 dilution), AKT (Cell Signaling Technology, #4691S, C67E7, 1/1000 dilution), p-IKKα/β (Cell Signaling Technology, #2697S, 16A6, 1/1000 dilution), IKKα (Cell Signaling Technology, #61294S, D3W6N, 1/1000 dilution), p-NF-κB p65 (Cell Signaling Technology, #3033T, 93H1, 1/1000 dilution), NF-κB p65 (Cell Signaling Technology, #6956T, L8F6, 1/1000 dilution), β-actin (Cell Signaling Technology, #4970S, 13E5, 1/1000 dilution); HRP-conjugated goat anti-mouse IgG (H + L) (ZSGB-BIO, #ZB-2305, 1/20000 dilution, Beijing, China) and HRP-conjugated goat anti-rabbit IgG (H + L) (ZSGB-BIO, #ZB-2301, 1/20000 dilution). The signal was detected by ECL solution (Thermo Fisher, #34095), and the images were visualized using a FluorChem FC3 imaging system (ProteinSimple).

### Co-IP and LC-MS/MS

For detecting the interaction of CaMK4 and AKT in HaCaT cells, prepared cell lysates were incubated with CaMK4 Ab (Abcam, #ab68218, EP2565AY, 1/60 dilution) or rabbit IgG overnight at 4 °C with mixing and then incubated with Protein A/G Magnetic Beads (Thermo Fisher, #88802) at 4 °C for 1 h with mixing. Beads were washed three times and suspended in SDS–PAGE sample buffer. After incubating at room temperature for 10 min with mixing and magnetically separating the beads, the supernatants were collected for western blot analysis with AKT Ab.

For detecting proteins binding to CaMK4 by LC-MS/MS in RAW264.7 cells, after co-IP assay with CaMK4 Ab or rabbit IgG, the supernatants were collected for LC-MS/MS. LC-MS/MS was conducted by staff at Applied Protein Technology Corporation (Shanghai, China). The validation experiment of protein interacting with CaMK4 was performed in BMDMs, and forward and reverse co-IP assays were both done.

### ELISA

Mouse IL-10 (R&D Systems, #M1000B) and human IL-10 (Dakewe, #1111002, Shenzhen, China) in the supernatants were measured by the ELISA kits according to the manufacturer’s instructions.

### Histological, immunohistochemical, and immunofluorescent assays

Skin tissues were fixed in 10% formalin, embedded in paraffin, and cut into 4-μm sections for hematoxylin and eosin (H&E) staining. The images were obtained using an upright microscope (Olympus BX53) with cellSens (version 1.5) software in a 10-fold field. The epidermal thickness was averagely calculated on three randomly selected areas from three fields per mouse by two blinded observers.

For immunohistochemistry, deparaffinized sections were boiled for 15 min in 10 mM sodium citrate buffer (pH 6.0) for antigen retrieval. Endogenous peroxidize activity was inhibited by 3% hydrogen peroxide, and nonspecific binding was blocked using a blocking solution (Beyotime, #P0260). Then sections were incubated with primary Abs (rabbit anti-human CaMK4: Abcam, #ab68218, EP2565AY, 1/400 dilution; mouse anti-mouse CaMK4: Santa Cruze, #sc-55501, H-5, 1/50 dilution; rat anti-mouse IL-10: Santa Cruze, #sc-52561, JES5-2A5, 1/50 dilution) at 4 °C overnight. HRP-conjugated goat anti-rabbit IgG (H + L) (ZSGB-BIO, #ZB-2301, 1/200 dilution), HRP-conjugated goat anti-mouse IgG (H + L) (ZSGB-BIO, #ZB-2305, 1/200 dilution), and HRP-conjugated goat anti-rat IgG (H + L) (ZSGB-BIO, #ZB-2307, 1/200 dilution) were used for secondary Abs. Immunostaining was developed using DAB solution (ZSGB-BIO, #ZLI-9017). The images were obtained using an upright microscope (Olympus BX53) with cellSens (version 1.5) software in 10-fold, 20-fold, or 40-fold field.

For immunofluorescence, step to nonspecific binding was the same as immunohistochemistry except for inhibiting endogenous peroxidize activity. After blocking, sections were incubated with rabbit anti-mouse F4/80 (Cell Signaling Technology, #70076S, D2S9R, 1/200 dilution) and rat anti-mouse IL-10 (Santa Cruze, #sc-52561, JES5-2A5, 1/50 dilution), mouse anti-human CD68 (Abcam, #ab201973, 3F7D3, 1/80 dilution) and rabbit anti-human CaMK4 (Abcam, #ab68218, EP2565AY, 1/100 dilution) at 4 °C overnight. Secondary Abs were used including FITC-conjugated goat anti-rabbit IgG (H + L) (ZSGB-BIO, #ZF-0311, 1/100 dilution) and Rhodamine-conjugated goat anti-rat IgG (H + L) (ZSGB-BIO, #ZF-0318, 1/100 dilution), FITC-conjugated goat anti-mouse IgG (H + L) (ZSGB-BIO, #ZF-0312, 1/100 dilution) and Rhodamine-conjugated goat anti-rabbit IgG (H + L) (ZSGB-BIO, #ZF-0316, 1/100 dilution). Nuclei were stained with DAPI (Beyotime, #P0131). The images were observed and photographed using a confocal scanning microscope (Leica TCS SP8) with LAS X (version 3.5.1.18803) software in a 40-fold field.

### Statistics

All data were expressed as mean ± SD and analyzed using GraphPad Prism 6 (version 6.01) software. For comparing variables between two groups, if the data followed Gaussian distribution, a two-sided unpaired Student’s *t*-test was used; if not, a two-sided Mann-Whitney test was used. One-way ANOVA with Bonferroni’s post-test was used for comparisons between more than two groups. *P* < 0.05 was considered to be significant. Correlation analysis was made using linear regression analysis and the linear correlation index R^2^ and *P* values were calculated.

### Study approval

All animal experiments were approved by the Institutional Animal Care and Use Committee of Anhui Medical University (Approval number: LLSC20190208) and conformed to the guidelines outlined in the Guide for the Care and Use of Laboratory Animals. All efforts were made to minimize suffering. Human participant studies were approved by the Institutional Ethics Committee of Anhui Medical University (Approval number: 20190195) and were performed in accordance with the principles of the Declaration of Helsinki.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNA sequencing data generated in this study have been deposited in NCBI Gene Expression Omnibus database under accession code GSE204832. Source data are provided in this paper.

## Source data

Source Data

# Supplementary material for: Calcium/calmodulin-dependent protein kinase IV promotes imiquimod-induced psoriatic inflammation via macrophages and keratinocytes in mice
**Source:** Nat Commun. 2022 Jul 22;13:4255. doi: 10.1038/s41467-022-31935-8
**Supplement:** Supplementary file 1 — Supplementary Information

# Calcium/calmodulin-dependent protein kinase IV promotes imiquimod-induced psoriatic inflammation via macrophages and keratinocytes in mice

Liang Yong<sup>1,2,3,4,5,#</sup>, Yafen Yu<sup>1,2,3,4,5,#</sup>, Bao Li<sup>6,#</sup>, Huiyao Ge<sup>1,2,3,4,5</sup>, Qi Zhen<sup>1,2,3,4,5</sup>, Yiwen Mao<sup>1,2,3,4,5</sup>, Yanxia Yu<sup>1,2,3,4,5</sup>, Lu Cao<sup>1,2,3,4,5</sup>, Ruixue Zhang<sup>1,2,3,4,5</sup>, Zhuo Li<sup>1,2,3,4,5</sup>, Yirui Wang<sup>1,2,3,4,5</sup>, Wencheng Fan<sup>1,2,3,4,5</sup>, Chang Zhang<sup>1,2,3,4,5</sup>, Daiyue Wang<sup>1,2,3,4,5</sup>, Sihan Luo<sup>1,2,3,4,5</sup>, Yuanming Bai<sup>1,2,3,4,5</sup>, Shirui Chen<sup>1,2,3,4,5</sup>, Weiwei Chen<sup>1,2,3,4,5</sup>, Miao Liu<sup>7</sup>, Jijia Shen<sup>7</sup>, Liangdan Sun<sup>1,2,3,4,5,\*</sup>

<sup>#</sup> These authors contributed equally to this work.

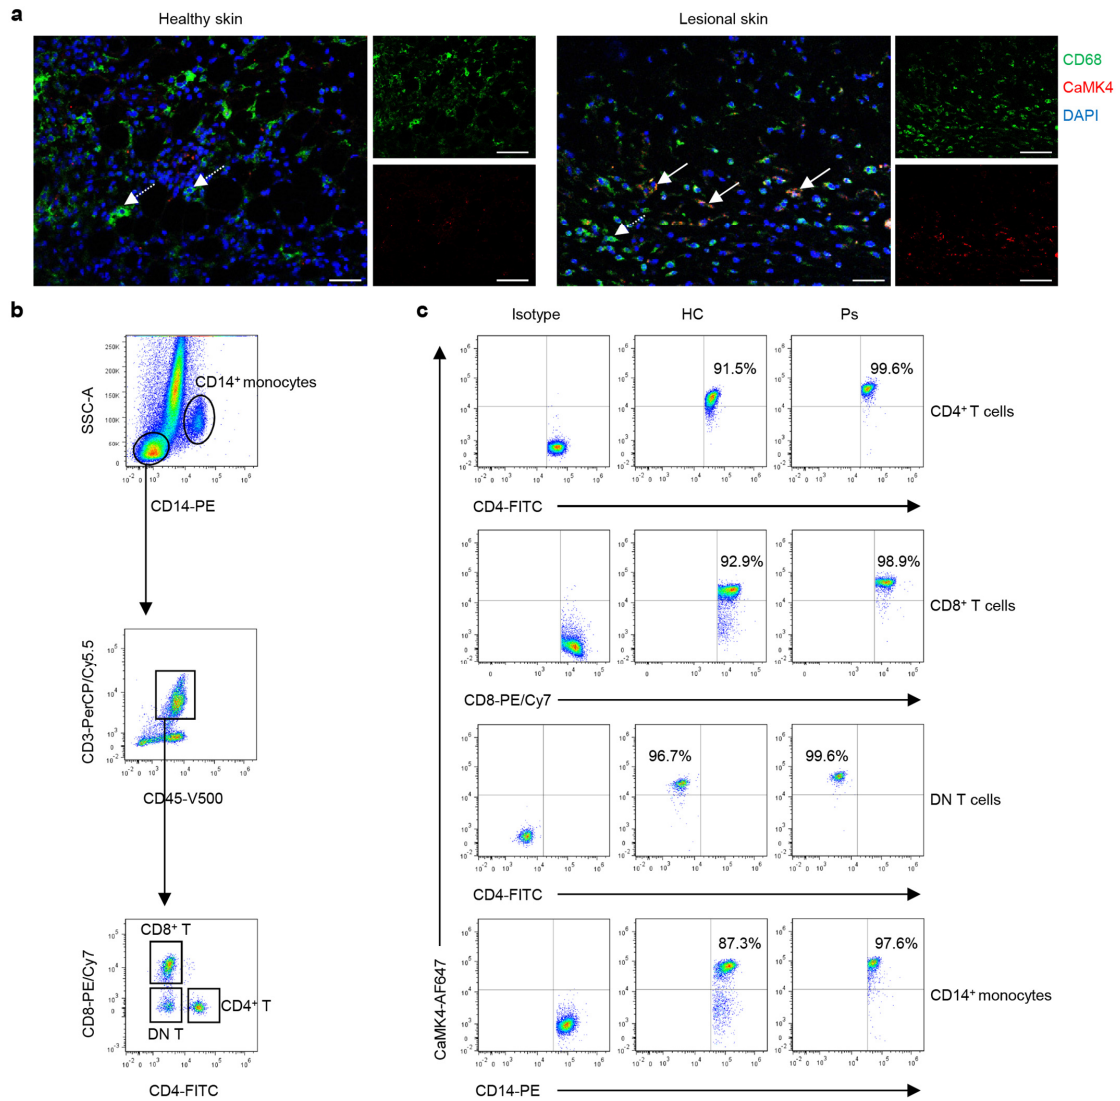

**Supplementary Figure 1. CaMK4 expression in human skin tissues, skin macrophages, and peripheral T cell subsets and CD14<sup>+</sup> monocytes.** **a** Immunofluorescent microscopy images of human skin sections stained with anti-CD68 (green), anti-CaMK4 (red), and DAPI (blue) (n = 4 per group). The solid arrows show CD68<sup>+</sup>CaMK4<sup>+</sup> cells, and the dashed arrows show CD68<sup>+</sup>CaMK4<sup>-</sup> cells. Scale bar = 50  $\mu$ m. **b** The gating strategy for the identification of human peripheral T cell subsets and CD14<sup>+</sup> monocytes. **c** Representative flow cytometry plots of CaMK4<sup>+</sup> cells in peripheral T cell subsets and CD14<sup>+</sup> monocytes.

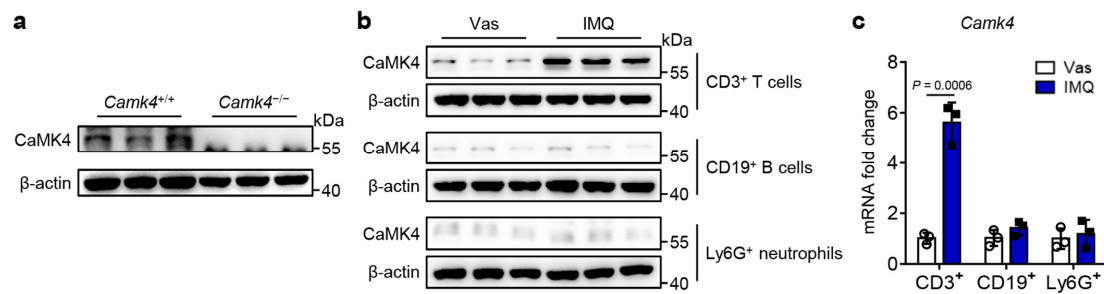

**Supplementary Figure 2. Detection of CaMK4 expression.** **a** Western blot analysis of CaMK4 expression in isolated immune cells from the skin of *Camk4*<sup>+/+</sup> and *Camk4*<sup>-/-</sup> mice for verifying the specificity of CaMK4 antibody (n = 3 biologically independent samples). **b** Western blot analysis of CaMK4 expression in MACS-sorted CD3<sup>+</sup> T cells, CD19<sup>+</sup> B cells, and Ly6G<sup>+</sup> neutrophils from mouse skin (n = 3 biologically independent samples). **c** Quantitative PCR analysis of *Camk4* expression as indicated (n = 3 biologically independent samples). Five to seven mouse skin tissues were pooled as one sample for MACS sorting, and the purity of sorted cells was > 90% (**b** and **c**). Data are shown as mean ± SD. For (**c**), two-sided unpaired Student's *t*-test. Source data are provided as a Source Data file.

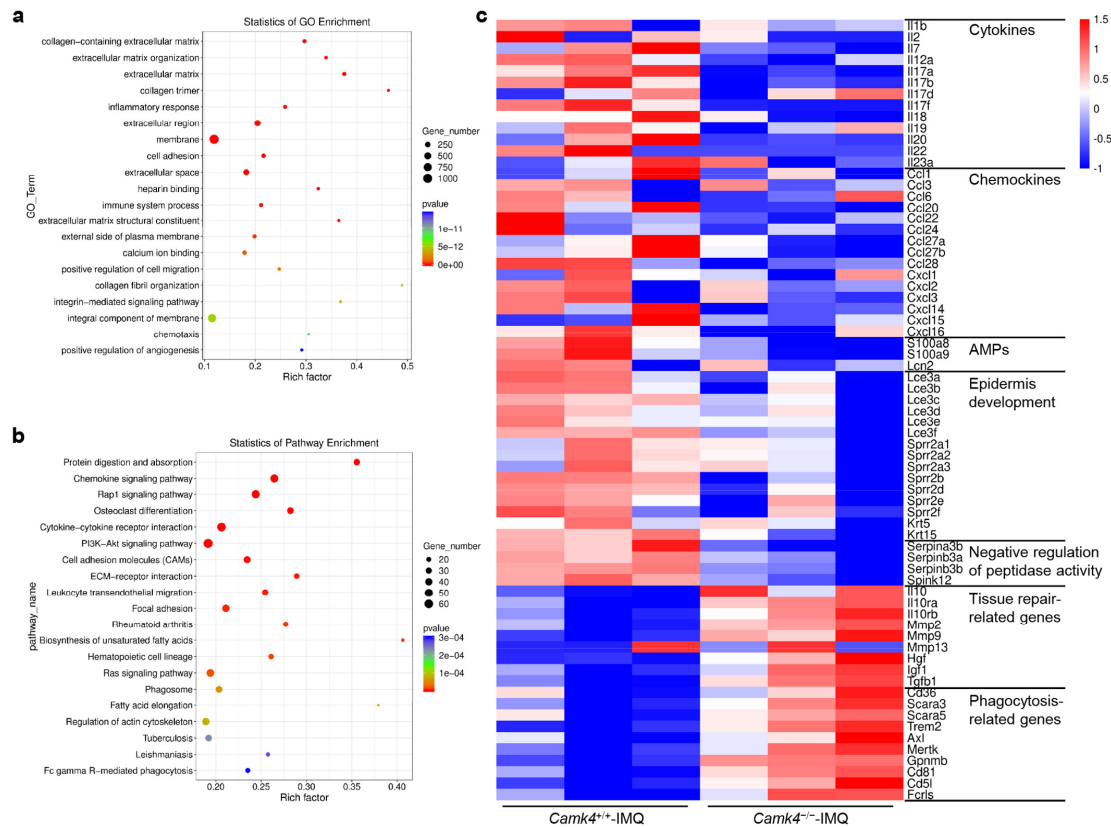

**Supplementary Figure 3. Comparison of transcription profile between the whole skin of IMQ-treated *Camk4*<sup>+/+</sup> and *Camk4*<sup>-/-</sup> mice.** **a** GO enrichment analysis of differentially expressed genes. **b** KEGG pathway enrichment analysis of differentially expressed genes. **c** Heat map of cytokines, chemokines, AMPs, epidermis development, negative regulation of peptidase activity, tissue repair-related genes, and phagocytosis-related genes in the whole skin of IMQ-treated *Camk4*<sup>+/+</sup> and *Camk4*<sup>-/-</sup> mice (n = 3 biologically independent samples).

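The heat map groups hold 69 genes, of which 68 reached the mean FPKM needed for the test (*Ccl28* did not). The paper presents such groups as sets with a known change in psoriasis and does not say how their genes were chosen. As they may have been chosen on these same mice, their shares past the threshold and all p-values describe the groups and show no stability. Of the tissue repair-related genes, 8 of 9 passed and all 8 were higher in skin labelled *Camk4*-/- (Fisher's exact test, two-sided, p = 1.21e-05, adjusted over the 7 groups p = 8.45e-05). The remaining gene was *Mmp13*, with a log2 fold change of 0.31. Of the phagocytosis-related genes, 8 of 10 passed, all higher (Fisher's exact test p = 5.03e-05, adjusted p = 0.000176), and *Cd36* and *Axl* did not. All 4 genes of negative regulation of peptidase activity, *Serpina3b*, *Serpinb3a*, *Serpinb3b* and *Spink12*, passed and were lower (Fisher's exact test p = 0.00127, adjusted p = 0.00297). Of the epidermis development genes, 6 of 15 passed, all lower (Fisher's exact test p = 0.0477, adjusted p = 0.0835). Of the cytokines, *Il17a*, *Il17b*, *Il17f*, *Il18* and *Il20* passed among 13 and were lower (Fisher's exact test p = 0.0809, adjusted p = 0.109). Of the AMPs, 2 of 3 passed (Fisher's exact test p = 0.0935, adjusted p = 0.109), and of the chemokines 2 of 14 (Fisher's exact test p = 1). For these chosen genes, limma's camera test, which uses the change of every gene of a group, gave a fall of the epidermis development genes (adjusted p = 4.70e-05), the cytokines (adjusted p = 5.39e-05), the peptidase genes (adjusted p = 0.00124), the chemokines (adjusted p = 0.00268) and the AMPs (adjusted p = 0.0388). It gave a rise of the phagocytosis-related genes (adjusted p = 4.70e-05) and of the tissue repair-related genes (adjusted p = 0.000144). These camera values are adjusted over the same 7 groups. The chemokine ligands defined by symbol, a family not chosen on these mice, did not fall as the chemokines of the heat map did, and their median log2 fold change was 0.50.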

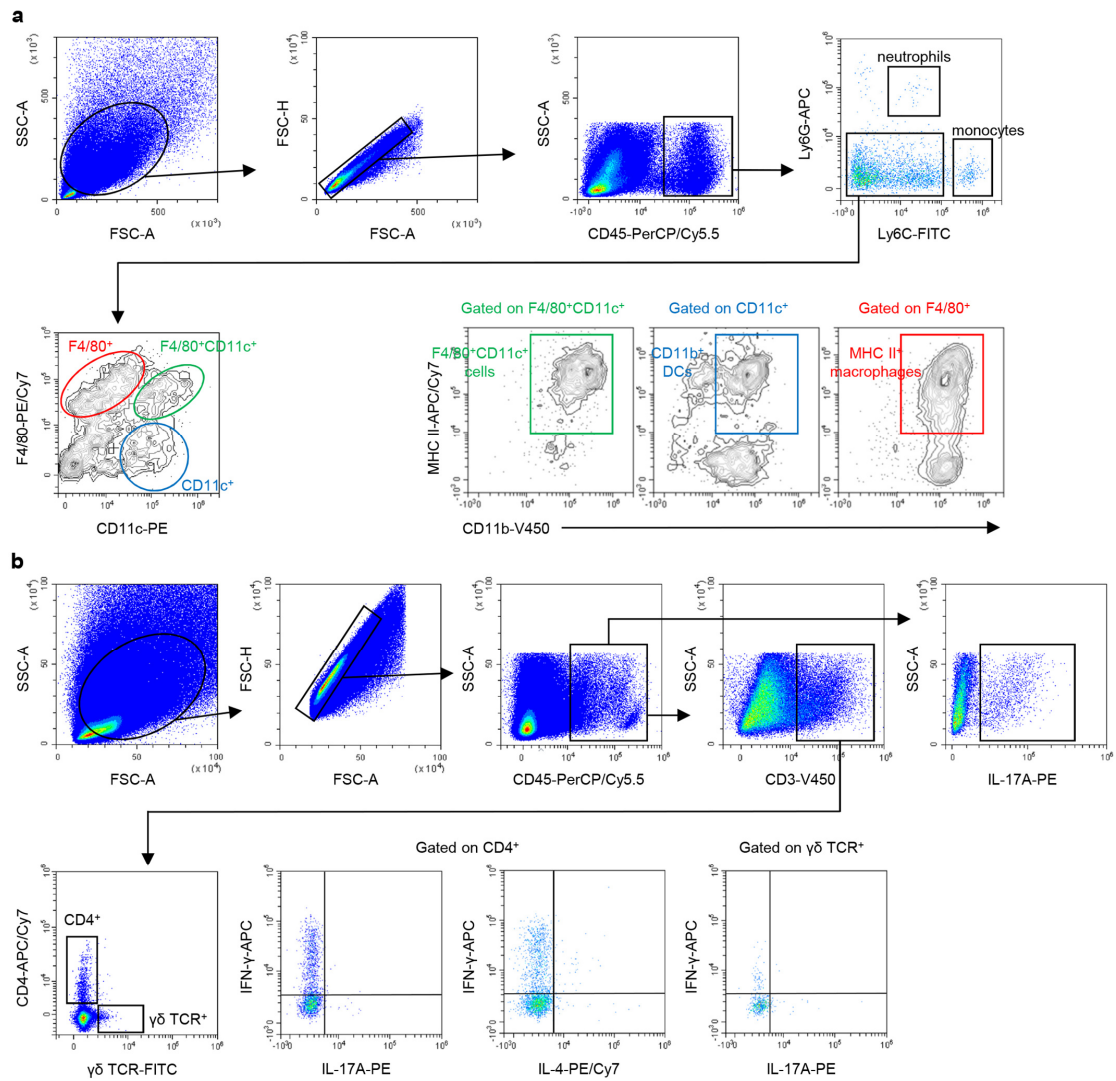

**Supplementary Figure 4. The gating strategy for the identification of mouse skin myeloid cell and T cell subsets. a** Representative flow cytometry plots show gating strategy to identify mouse skin myeloid cell subsets. **b** Representative flow cytometry plots show gating strategy to identify mouse skin T cell subsets.

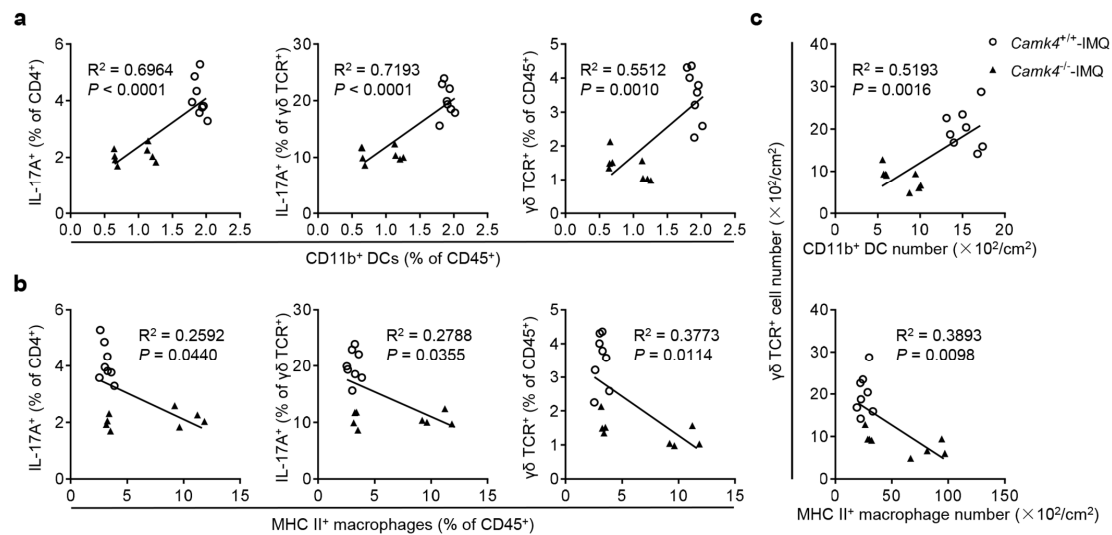

**Supplementary Figure 5. Correlation analysis between IL-17A-producing cells and CD11b<sup>+</sup> DCs, MHC II<sup>+</sup> macrophages in the skin of IMQ-treated *Camk4*<sup>+/+</sup> and *Camk4*<sup>-/-</sup> mice.** **a** Linear regression analysis between the percentage of CD11b<sup>+</sup> DCs and the percentages of IL-17A<sup>+</sup>CD4<sup>+</sup>, IL-17A<sup>+</sup>γδ TCR<sup>+</sup>, and γδ TCR<sup>+</sup> cells. **b** Linear regression analysis between the percentage of MHC II<sup>+</sup> macrophages and the percentages of IL-17A<sup>+</sup>CD4<sup>+</sup>, IL-17A<sup>+</sup>γδ TCR<sup>+</sup>, and γδ TCR<sup>+</sup> cells. **c** Linear regression analysis between the number of γδ TCR<sup>+</sup> cells and the numbers of CD11b<sup>+</sup> DCs, MHC II<sup>+</sup> macrophages. **a-d** N = 8 per group from two independent experiments. Data are shown as mean ± SD. For (**a-c**), linear regression analysis. Source data are provided as a Source Data file.

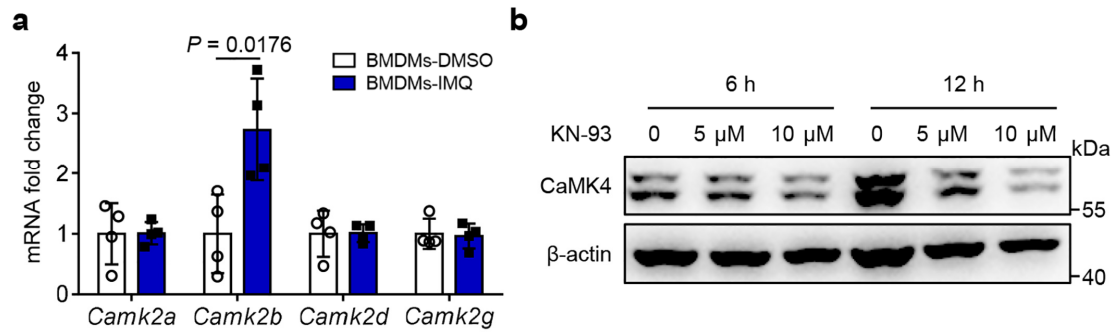

**Supplementary Figure 6. The expression of *Camk2* family genes and test of KN-93 inhibition efficiency in BMDMs. **a**** Quantitative PCR analysis of *Camk2* family gene expression in BMDMs (n = 4 biologically independent samples). **b** Western blot analysis of CaMK4 expression as indicated. The experiments in (**b**) were repeated three times with similar results. Data are shown as mean  $\pm$  SD. For (**a**), two-sided unpaired Student's *t*-test. Source data are provided as a Source Data file.

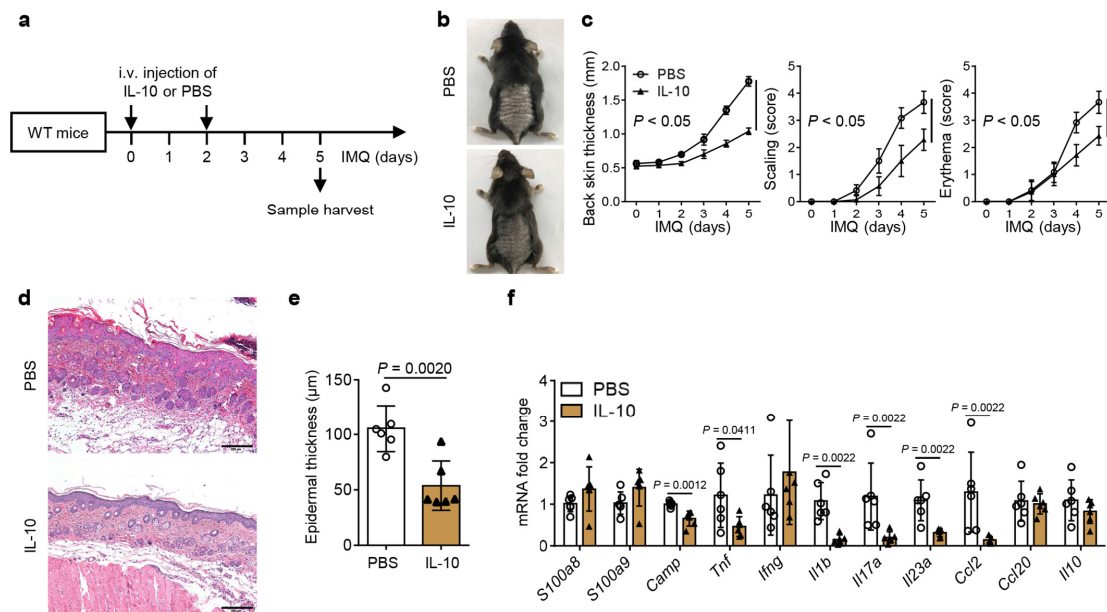

**Supplementary Figure 7. Exogenous IL-10 addition alleviates the severity of IMQ-induced psoriatic inflammation.** **a** Schematic representation of the mouse model. WT mice were topically treated with 62.5 mg IMQ on shaved back skin daily for 5 consecutive days. Recombinant mouse IL-10 (1  $\mu$ g per mouse) or PBS was intravenously injected into each mouse 1 h before IMQ treatment at day 0 and day 2. Samples were harvested at day 5 for subsequent experiments. **b** Representative photos of mouse back skin. **c** Scoring curves of back skin thickness, scaling, and erythema. **d** H&E staining of skin sections. Scale bar = 200  $\mu$ m. **e** Statistical analysis of epidermal thickness. **f** The expression of pathogenic factors in the skin of IMQ-treated mice as determined by quantitative PCR. **a-f**  $N = 6$  per group from two independent experiments. Data are shown as mean  $\pm$  SD. For (**c** and **e**), two-sided unpaired Student's *t*-test; for (**f**), two-sided Mann-Whitney test and two-sided unpaired Student's *t*-test. Source data are provided as a Source Data file.

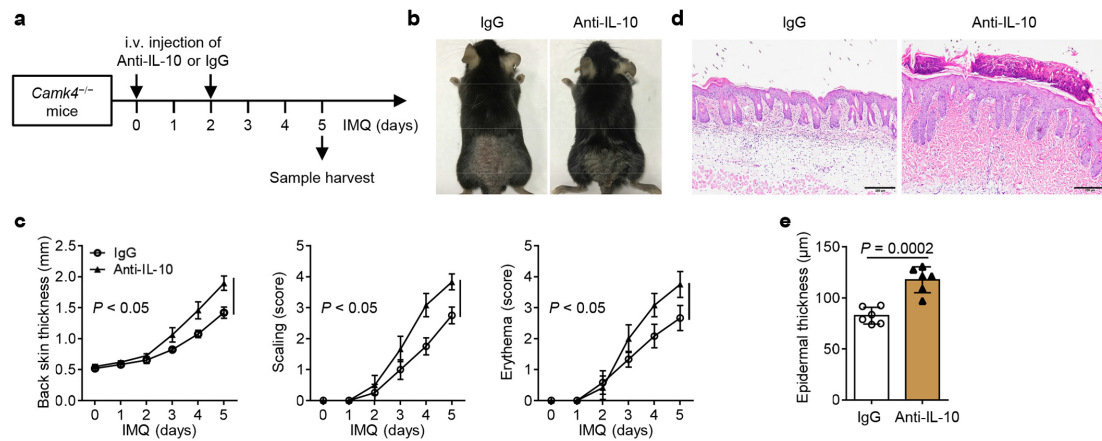

**Supplementary Figure 8. Endogenous IL-10 neutralization aggravates the severity of IMQ-induced psoriasis.** **a** Schematic representation of the mouse model. *Camk4*<sup>-/-</sup> mice were topically treated with 62.5 mg IMQ on shaved back skin daily for 5 consecutive days. Anti-IL-10 (0.2 mg per mouse) or IgG was intravenously injected into each mouse 1 h before IMQ treatment at day 0 and day 2. Samples were harvested at day 5 for subsequent experiments. **b** Representative photos of mouse back skin. **c** Scoring curves of back skin thickness, scaling, and erythema. **d** H&E staining of skin sections. Scale bar = 200 μm. **e** Statistical analysis of epidermal thickness. **a-e** N = 6 per group from two independent experiments. Data are shown as mean ± SD. For (**c** and **e**), two-sided unpaired Student's *t*-test. Source data are provided as a Source Data file.

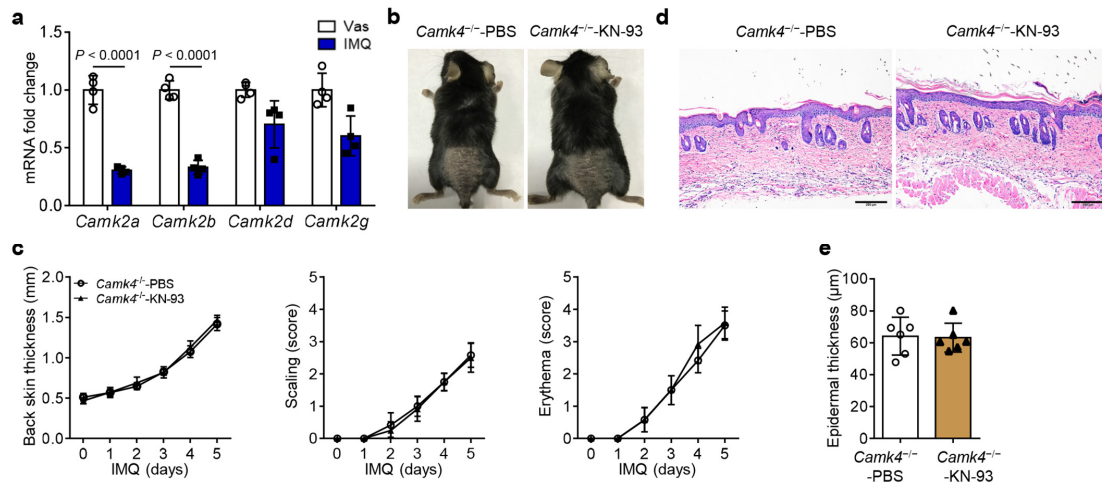

**Supplementary Figure 9. CaMK4 inhibitor has no effect on the severity of psoriasis in IMQ-treated *Camk4*<sup>-/-</sup> mice.** **a** The expression of *Camk2* family genes in the skin of IMQ-treated mice as determined by quantitative PCR (n = 4 biologically independent samples). **b-e** *Camk4*<sup>-/-</sup> mice were topically treated with 62.5 mg IMQ on shaved back skin daily for 5 consecutive days. KN-93 (0.24 mg per mouse) or PBS was intravenously injected into each mouse 1 h before IMQ treatment at day 0 and day 2. Samples were harvested at day 5 for subsequent experiments. **b** Representative photos of mouse back skin. **c** Scoring curves of back skin thickness, scaling, and erythema. **d** H&E staining of skin sections. Scale bar = 200  $\mu$ m. **e** Statistical analysis of epidermal thickness. **b-e** N = 6 per group from two independent experiments. Data are shown as mean  $\pm$  SD. For (**c** and **e**), two-sided unpaired Student's *t*-test. Source data are provided as a Source Data file.

**Supplementary Table 1. Partial list of proteins binding to CaMK4 identified using co-IP followed by LC-MS/MS in RAW264.7 cell line**

| <b>Protein name</b>                   | <b>Gene name</b>    |
|---------------------------------------|---------------------|
| Tumor rejection antigen peptide pRLib | <i>Akt1</i>         |
| cAMP-responsive element modulator     | <i>Crem</i>         |
| Calmodulin 1                          | <i>Calm</i>         |
| <b>Adenylate cyclase type 1</b>       | <b><i>Adcy1</i></b> |

**Supplementary Table 2. Characteristics of healthy controls and patients with psoriasis**

| <b>Expreiment</b>    | <b>Q-PCR</b> |              | <b>FC</b> |                | <b>CS</b> |               | <b>IHC/IF</b> |                |
|----------------------|--------------|--------------|-----------|----------------|-----------|---------------|---------------|----------------|
| Group                | HC           | Ps           | HC        | Ps             | HC        | Ps            | HC            | Ps             |
| Total                | 24           | 24           | 15        | 12             | -         | 3             | 7             | 4              |
| Gender (male/female) | 16/8         | 19/5         | 8/7       | 8/4            | -         | 2/1           | 4/3           | 2/2            |
| Median age (years)   | 35           | 38           | 40        | 43             | -         | 38            | 34            | 36             |
| PASI                 | -            | 8.6 (2.1-31) | -         | 6.4 (1.6-13.6) | -         | 6.4 (4.9-8.1) | -             | 9.7 (3.3-15.6) |

Q-PCR, quantitative PCR; FC, flow cytometry; CS, cell sorting; IHC/IF: immunohistochemistry/immunofluorescence

**Supplementary Table 3. Primer sequences of mouse**

| <b>Genes</b>  | <b>Forward primer (5'-3')</b> | <b>Reverse primer (5'-3')</b> |
|---------------|-------------------------------|-------------------------------|
| <i>Gapdh</i>  | GTGTTCCCTACCCCCAATGTG         | GGTCCTCAGTGTAGCCCAAG          |
| <i>Camk4</i>  | GAGAACCTCGTCCCGGATTAC         | ACACAATGGATGTAGCACCCC         |
| <i>Camk2a</i> | TGCCTGGTGTGCTAACCC            | CCATTAACTGAACGCTGGAACT        |
| <i>Camk2b</i> | GCACGTCATTGGCGAGGAT           | ACGGGTCTCTTCGGACTGG           |
| <i>Camk2d</i> | GATAACAACAAAGCCAACGTGG        | GGATTACAGTAGTTTGGGGCTC        |
| <i>Camk2g</i> | ACCGACGACTACCAGCTTTTC         | GCAGCATATTCCTGCGTAGATG        |
| <i>S100a8</i> | AAATCACCATGCCCTCTACAAG        | CCCACCTTTTATCACCATCGCAA       |
| <i>S100a9</i> | CACCCTGAGCAAGAAGGAAT          | TGTCATTTATGAGGGCTTCATTT       |
| <i>Lcn2</i>   | ACATTTGTTCCAAGCTCCAGGGC       | CATGGCGAACTGGTTGTAGTCCG       |
| <i>Camp</i>   | GCTGTGGCGGTCACTATCAC          | TGTCTAGGGACTGCTGGTTGA         |
| <i>Tnfa</i>   | ACTGGCAGAAGAGGCACTC           | CTGGCACCACTAGTTGGTTG          |
| <i>Tgfb1</i>  | ACAATTCCTGGCGTTACCTT          | AGCCCTGTATTCCGTCTCC           |
| <i>Ifng</i>   | ATGAACGCTACACACTGCATC         | CCATCCTTTTGCCAGTTCCTC         |
| <i>Il1b</i>   | CTGAACTCAACTGTGAAATGC         | TGATGTGCTGCTGCGAGA            |
| <i>Il10</i>   | GCTCTTACTGACTGGCATGAG         | CGCAGCTCTAGGAGCATGTG          |
| <i>Il17a</i>  | TTTAACTCCCTTGGCGCAAAA         | CTTCCCTCCGCATTGACAC           |
| <i>Il17f</i>  | AACCAGGGCATTCTGTCCAC          | GGCATTGATGCAGCCTGAGTGT        |
| <i>Il22</i>   | ATGAGTTTTTCCCTTATGGGGAC       | GCTGGAAGTTGGACACCTCAA         |
| <i>Il23a</i>  | ATGCTGGATTGCAGAGCAGTA         | ACGGGGCACATTATTTTTAGTCT       |
| <i>Ccl2</i>   | CCAGCAAGATGATCCCAATG          | TACGGGTCAACTTCACATTC          |
| <i>Ccl20</i>  | AATCTGTGTGCGCTGATCCA          | CCTTGGGCTGTGTCCAATTC          |
| <i>Cd36</i>   | ATGGGCTGTGATCGGAACTG          | TTTGCCACGTCATCTGGGTTT         |
| <i>Macro</i>  | ACAGAGCCGATTTTGACCAAG         | CAGCAGTGCAGTACCTGCC           |
| <i>Trem2</i>  | CTGGAACCGTCACCATCACTC         | CGAAACTCGATGACTCCTCGG         |
| <i>Axl</i>    | ATGGCCGACATTGCCAGTG           | CGGTAGTAATCCCCGTTGTAGA        |
| <i>Mertk</i>  | CAGGGCCTTTACCAGGGAGA          | TGTGTGCTGGATGTGATCTTC         |
| <i>GpnmB</i>  | CATTCCCATCTCGAAGGTGAAA        | AAATGGCAGAGTCGTTGAGGA         |

|               |                         |                        |
|---------------|-------------------------|------------------------|
| <i>Cd81</i>   | GTGGAGGGCTGCACCAAAT     | GACGCAACCACAGAGCTACA   |
| <i>Cd51</i>   | GATCGTGTTTTTCAGAGTCTCCA | TGCAGTCAACCCCTTGAATAAG |
| <i>Fcrls</i>  | ACAGGATCTAAGTGGCTGAATGT | CTGGGTCGTTGCCCTATCTG   |
| <i>Cd80</i>   | ACCCCCAACATAACTGAGTCT   | TTCCAACCAAGAGAAGCGAGG  |
| <i>Cd86</i>   | TGTTTCCGTGGAGACGCAAG    | TTGAGCCTTTGTAAATGGGCA  |
| <i>Nos2</i>   | GTTCTCAGCCCAACAATACAAGA | GTGGACGGGTCGATGTCAC    |
| <i>Arg1</i>   | AACACGGCAGTGGCTTTAACC   | GGTTTTTCATGTGGCGCATTC  |
| <i>Retnla</i> | CCAATCCAGCTAACTATCCCTCC | CCAGTCAACGAGTAAGCACAG  |
| <i>Chil3</i>  | TCTGAAAGACAAGAACACTGAGC | GCAGGTCCAAACTTCCATCC   |

---

**Supplementary Table 4. Primer sequences of human**

| <b>Genes</b>  | <b>Forward primer (5'-3')</b> | <b>Reverse primer (5'-3')</b> |
|---------------|-------------------------------|-------------------------------|
| <i>GAPDH</i>  | GTCTCCTCTGACTTCAACAGCG        | ACCACCCTGTTGCTGTAGCCAA        |
| <i>CAMK4</i>  | GTTCTTCTTCGCCTCTCACATCC       | CTGTGACGAGTTCTAGGACCAG        |
| <i>S100A8</i> | ATGCCGTCTACAGGGATGACCT        | AGAATGAGGAACTCCTGGAAGTTA      |
| <i>S100A9</i> | GCACCCAGACACCCTGAACCA         | TGTGTCCAGGTCCTCCATGATG        |
| <i>CAMP</i>   | GACACAGCAGTCACCAGAGGAT        | TCACAACTGATGTCAAAGGAGCC       |
| <i>DEFB4A</i> | ATAGGCGATCCTGTTACCTGCC        | CATCAGCCACAGCAGCTTCTTG        |
| <i>SPRR2A</i> | GTTCCACAGCTCCACCTTCA          | CACAGCCCAGGACTTCCTTT          |
| <i>SPRR2B</i> | ACTGGTTAATCCTGAGACTCCAGC      | AGGAGGATATTTCTGCTGGCAC        |
| <i>IL1B</i>   | CCACAGACCTTCCAGGAGAATG        | GTGCAGTTCAGTGATCGTACAGG       |
| <i>IL6</i>    | AAATTCGGTACATCCTCGACGGCA      | AGTGCCTCTTTGCTGCTTTCACAC      |
| <i>IL10</i>   | GACTTTAAGGGTTACCTGGGTTG       | TCACATGCGCCTTGATGTCTG         |
| <i>IL12B</i>  | GACATTCTGCGTTCAGGTCCAG        | CATTTTTGCGGCAGATGACCGTG       |
| <i>IL23A</i>  | GAGCCTTCTCTGCTCCCTGATA        | GACTGAGGCTTGGAATCTGCTG        |
| <i>TNFA</i>   | CTCTTCTGCCTGCTGCACTTTG        | ATGGGCTACAGGCTTGTCCTC         |
| <i>TGFB1</i>  | CAATTCCTGGCGATACCTCAG         | GCACAACTCCGGTGACATCAA         |
| <i>CCL2</i>   | AGAATCACCAGCAGCAAGTGTCC       | TCCTGAACCCACTTCTGCTTGG        |
| <i>CCL20</i>  | AAGTTGTCTGTGTGCGCAAATCC       | CCATTCCAGAAAAGCCACAGTTTT      |

# Supplementary material for: Calcium/calmodulin-dependent protein kinase IV promotes imiquimod-induced psoriatic inflammation via macrophages and keratinocytes in mice
**Source:** Nat Commun. 2022 Jul 22;13:4255. doi: 10.1038/s41467-022-31935-8
**Supplement:** Supplementary file 3 — Reporting Summary

# Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

## Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

## Software and code

Policy information about [availability of computer code](#)

### Data collection

1. Flow cytometry data were collected using a CytoFLEX flow cytometer (Beckman Coulter).
2. Quantitative PCR data were collected using a CFX96 Real-Time System (Bio-Rad).
3. Western blotting data were collected using a FluorChem FC3 imaging system (ProteinSimple).
4. H&E and IHC data were collected using a BX53 upright microscope (Olympus).
5. IF data were collected using a TCS SP8 confocal scanning microscope (Leica).

### Data analysis

1. Flow cytometry data were processed and analyzed using CytExpert (version 2.4) and FlowJo (version V10).
2. Quantitative PCR data were processed and analyzed using Microsoft Excel (version 2013).
3. The measurement and quantification of epidermal thickness from H&E were processed and analyzed using cellSens (version 1.5).
4. IF data were processed and analyzed using LAS X (version 3.5.1.18803).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA sequencing data generated in this study have been deposited in NCBI Gene Expression Omnibus database under accession code GSE204832 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE204832>). Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample sizes for in vivo and in vitro experiments were determined on the basis of our preliminary/pilot study results. The sample sizes were chosen based on the adequacies to produce statistically differences among the experimental groups using similar experimental conditions on biological replicates in this study. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                         |
| Replication     | The detailed number of replicates for each experiment was indicated in figure panels, figure legends or methods, as requested. All attempts at data replication were successful.                                                                                                                                                 |
| Randomization   | For the mouse experiments, age-, sex-, and body weight-matched littermates were randomly assigned to different groups in the same experiment. For the cell experiments, cells were randomly assigned to different groups in the same experiment.                                                                                 |
| Blinding        | The investigators were blinded during data collection and analysis where possible, such as PASI of mice, H&E, the measurement and quantification of epidermal thickness, IHC, and IF. The investigators were not blinded for in vitro cell experiments to practically conduct the experiments.                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibody, Manufacturer, Catalog number, Clone number:<br>V500 anti-human CD45, BD Pharmingen, 560777, HI30;<br>PerCP/Cy5.5 anti-human CD3, BD Pharmingen, 552852, SP34-2;<br>FITC anti-human CD4, BD Pharmingen, 555346, RPA-T4;<br>PE/Cy7 anti-human CD8, BD Pharmingen, 566858, HIT8α;<br>PE anti-human CD14, BD Pharmingen, 555398, M5E2;<br>PerCP/Cy5.5 anti-mouse CD45, BD Pharmingen, 561869, 30-F11; |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

V450 anti-mouse CD11b, BD Pharmingen, 560456, M1/70;  
 V450 anti-mouse CD3, BD Pharmingen, 560804, 500A2;  
 FITC anti-mouse  $\gamma\delta$  TCR, BD Pharmingen, 561996, GL3;  
 APC/Cy7 anti-mouse CD4, BD Pharmingen, 561830, GK1.5;  
 PE anti-mouse CD3, BD Pharmingen, 561824, 145-2C11;  
 PE anti-mouse CD19, BD Pharmingen, 561736, 1D3;  
 FITC anti-mouse Ly6C, BioLegend, 128005, HK1.4;  
 APC anti-mouse Ly6G, BioLegend, 127613, 1A8;  
 PE anti-mouse CD11c, BioLegend, 117307, N418;  
 PE/Cy7 anti-mouse F4/80, BioLegend, 123113, BM8;  
 APC/Cy7 anti-mouse MHC II, BioLegend, 107627, M5/114.15.2;  
 Alexa Fluor 700 anti-mouse Ly6C, BioLegend, 128023, HK1.4;  
 FITC anti-mouse IL-10, BioLegend, 505005, JES5-16E3;  
 APC anti-mouse IFN- $\gamma$ , BioLegend, 505809, XMG1.2;  
 PE/Cy7 anti-mouse IL-4, BioLegend, 504117, 11B11;  
 PE anti-mouse IL-17A, BioLegend, 506903, TC11-18H10.1;  
 PE anti-mouse F4/80, BioLegend, 123109, BM8;  
 PE anti-mouse Ly6G, BioLegend, 127607, 1A8;  
 Purified anti-mouse CD16/32, BioLegend, 101302, 93;  
 Anti-CaMK4, Abcam, ab68218, EP2565AY;  
 Anti-CD68, Abcam, ab201973, 3F7D3;  
 Anti-CaMK4, Santa Cruze, sc-55501, H-5;  
 Anti-ADCY1, Santa Cruze, sc-365350, F-10;  
 Anti-IL-10, Santa Cruz, sc-52561, JES5-2A5;  
 Anti-p-Erk1/2, Cell Signaling Technology, 4370T, D13.14.4E;  
 Anti-Erk1/2, Cell Signaling Technology, 4695T, 137F5;  
 Anti-p-p38, Cell Signaling Technology, 4511T, D3F9;  
 Anti-p38, Cell Signaling Technology, 8690T, D13E1;  
 Anti-p-AKT, Cell Signaling Technology, 4058S, 193H12;  
 Anti-AKT, Cell Signaling Technology, 4691S, C67E7;  
 Anti-p-IKK $\alpha/\beta$ , Cell Signaling Technology, 2697S, 16A6;  
 Anti-IKK $\alpha$ , Cell Signaling Technology, 61294S, D3W6N;  
 Anti-p-NF- $\kappa$ B p65, Cell Signaling Technology, 3033T, 93H1;  
 Anti-NF- $\kappa$ B p65, Cell Signaling Technology, 6956T, L8F6;  
 Anti- $\beta$ -actin, Cell Signaling Technology, 4970S, 13E5;  
 Anti-F4/80, Cell Signaling Technology, 70076S, D2S9R;  
 InVivoMAb anti-mouse IL-10, Bio X Cell, BE0049, JES5-2A5;  
 Alexa Fluor 647-conjugated goat anti-rabbit IgG H&L, Abcam, ab150079;  
 HRP-conjugated goat anti-rabbit IgG (H+L), ZSGB-BIO, ZB-2301;  
 HRP-conjugated goat anti-mouse IgG (H+L), ZSGB-BIO, ZB-2305;  
 HRP-conjugated goat anti-rat IgG (H+L), ZSGB-BIO, ZB-2307;  
 FITC-conjugated goat anti-rabbit IgG (H+L), ZSGB-BIO, ZF-0311;  
 Rhodamine-conjugated goat anti-rat IgG (H+L), ZSGB-BIO, ZF-0318;  
 FITC-conjugated goat anti-mouse IgG (H+L), ZSGB-BIO, ZF-0312;  
 Rhodamine-conjugated goat anti-rabbit IgG (H+L), ZSGB-BIO, ZF-0316.

#### Validation

All antibodies used in this study were validated for the species and application by the manufacturers on their websites. Quality assessments for all antibodies are provided online by the manufacturers.

## Eukaryotic cell lines

Policy information about [cell lines](#)

#### Cell line source(s)

HaCaT and RAW264.7 cells were purchased from the vendor (Chinese Academy of Sciences).

#### Authentication

All cell lines used in this study were authenticated by the vendor. The authentication certification were provided by the vendor.

#### Mycoplasma contamination

All cell lines used in this study were tested negative for mycoplasma contamination.

#### Commonly misidentified lines (See [ICLAC](#) register)

None of the commonly misidentified cell lines were used in this study.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

Camk4<sup>+/+</sup> (or WT), Camk4<sup>-/-</sup>, Camk4<sup>flox/flox</sup>, and Ly2z-Cre mice on C57BL/6 background were purchased from GemPharmatech Corporation (Nanjing, China). Camk4<sup>flox/flox</sup> mice were crossed to Ly2z-Cre mice to create Camk4<sup>fl/fl</sup> Ly2z-Cre mice. All mice were housed under dark/light cycle of 12 h, ambient temperature of 22-25°C, humidity of 30-70%, and specific-pathogen-free conditions at the Laboratory Animal Center of Anhui Medical University. All mice experiments were performed with 8- to 10-week-old female mice.

#### Wild animals

The study did not involve wild animals.

|                         |                                                                                                                                                                                                                                                                                                    |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field-collected samples | The study did not involve field-collected samples.                                                                                                                                                                                                                                                 |
| Ethics oversight        | All animal experiments were approved by the Institutional Animal Care and Use Committee of Anhui Medical University (Approval number: LLSC20190208) and conformed to the guidelines outlined in the Guide for the Care and Use of Laboratory Animals. All efforts were made to minimize suffering. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | The covariate-relevant population characteristics of the human research participants in every experiment were listed as follow:<br>Quantitative PCR: HC, n = 24, gender (male/female) = 16/8, median age (years) = 35;<br>Ps, n = 24, gender (male/female) = 19/5, median age (years) = 38, PASI = 8.6 (2.1-31).<br>Flow cytometry: HC, n = 15, gender (male/female) = 8/7, median age (years) = 40;<br>Ps, n = 12, gender (male/female) = 8/4, median age (years) = 43, PASI = 6.4 (1.6-13.6).<br>Cell sorting: Ps, n = 3, gender (male/female) = 2/1, median age (years) = 38, PASI = 6.4 (4.9-8.1).<br>IHC/IF: HC, n = 7, gender (male/female) = 4/3, median age (years) = 34;<br>Ps, n = 4, gender (male/female) = 2/2, median age (years) = 36, PASI = 9.7 (3.3-15.6). |
| Recruitment                | Patients with psoriasis were recruited at the clinic and diagnosed with psoriasis vulgaris by two senior dermatologists. Healthy controls were confirmed by physical examination. The written informed consent was obtained from all participants.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Ethics oversight           | Human participant study were approved by the Institutional Ethics Committee of Anhui Medical University (Approval number: 20190195) and were performed in accordance with the principles of the Declaration of Helsinki.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | For isolation of immune cells, mouse back skin was separated at the indicated time point, then cut into small pieces and incubated in RPMI 1640 medium containing 1 mg/ml collagenase IV (Sigma), 50 µg/ml DNase I (Sangon Biotech), 10 mM HEPES (Sangon Biotech), and 10% FBS (Gibco) at 37°C for 90 min. Digested skin pieces were passed through a 74-µm nylon mesh and the suspensions were added additional RPMI 1640 to inactivate enzyme activity. Skin leukocytes were isolated by 30% and 70% percoll (GE Healthcare) at 1260g for 20 min. The pellets were resuspended in PBS and the cell number was counted.<br>For human peripheral blood sample staining, anticoagulant blood samples were lysed by ACK Lysis Buffer (0.829% NH <sub>4</sub> Cl, 0.1% KHCO <sub>3</sub> , 0.00372% EDTA-2Na, pH 7.2-7.4). After neutralizing and centrifugation, human peripheral leukocytes were acquired. |
| Instrument                | All data were acquired using a CytoFLEX (Beckman Coulter) flow cytometer.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Software                  | All data were analyzed using CytExpert (version 2.4) software and FlowJo (version V10) software.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Cell population abundance | At least 10000 events were acquired for cells in the defined gate.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Gating strategy           | Cells were identified by the FSC-A/SSC-A scatter plot. Doublets were excluded by the FSC-A/FSC-H scatter. Then immune cells were gated on CD45+ cells and different subsets were further gated on a series of markers.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

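RNA of the whole skin of 3 IMQ-treated *Camk4*+/+ and 3 IMQ-treated *Camk4*-/- mice was sequenced as paired-end libraries. The authors deposited FPKM, fragments normalized to gene length and library depth, rounded to 2 decimals, with a column per mouse. The aligner, the quantification tool, the genome build and any filter behind these FPKM are not named in the paper's text. No further scaling of the FPKM was applied here, and 260 identifiers had no match in GENCODE release M21 (GRCm38). No counts were used, so no count model was fitted.
Groups were taken from the sample labels. The labels number the mice 1 to 3 within each group, and this is where the pairing of the replicate block comes from. The paper's Reporting Summary states that littermates matched for age, sex and body weight were assigned to the groups of an experiment, and it does not say which mouse was matched with which.
log2(FPKM + 0.1) was fitted with limma 3.58.1 in R 4.3.3, with moderated variances and a trend, over the 21139 genes with a mean FPKM of at least 0.1. A gene passed the paper's threshold at a fold change above 2 or below 0.5 and an unadjusted p-value under 0.05. The p-value is limma's moderated one, where the legend of Fig. 2e names an unpaired test without moderated variances. Adjusted p-values are Benjamini-Hochberg values from limma. Exact two-sided permutation tests compared the 6 values of single genes. Gene groups were tested with Fisher's exact test and with limma's camera at an inter-gene correlation of 0.01. Python 3.11, scipy 1.17.1 and pandas 2.3.3 were used for the tables.
The depth was estimated, not measured, from 203 to 233 single-exon genes per mouse whose FPKM lay at the step of 1 fragment. The estimate entered no test. With 3 mice per group, no exact permutation p can fall under 0.1. The fit was tested on simulated data for 21139 genes, of which 200 were changed. The estimated and the set changes correlated with r = 0.978 across the changed genes, 99.5% of them had the right direction, and 5.4% of the unchanged genes had a p-value under 0.05. The set changes were all well beyond a fold change of 2, in genes of higher FPKM, with independent noise for each gene. Smaller changes and genes with low FPKM were not covered.
The genes named are *Camk4*, the genes the paper names in its text, Fig. 2e, Fig. 2f and Supplementary Fig. 3c, the genes that check sex and substrain, and the 5 genes with the largest rise and the 5 with the largest fall among genes with an adjusted p-value under 0.05, a mean FPKM of at least 1 and no overlap between the groups. This rule, the tests of genes and gene groups and the alternatives were set before the data were examined. Of the genes named in the paper's text, 25 that are not in the source values of Fig. 2e, such as *Marco*, which the paper writes as *Macro*, fall under the rule but most of them were looked up only after the other results had been seen. *Trdc*, *Ly6g*, *Retnlg*, *Col1a1* and the members of the gene families fall outside the rule and were named after their values were seen, and the tests of explanations chosen after the results were seen are given with those results. The gene families were set by symbol pattern then too, but the limit to protein-coding genes and the exact patterns, such as the inclusion of *Il1f9* and *Il1f10* among the interleukins, were written afterwards. Lists of marker genes of cell types were also written afterwards.
The alternatives were pseudocounts of 1 and 0.01, a mean FPKM of at least 1 or no filter, scaling to the 75th percentile, by the median ratio or by quantiles, limma without trend or without moderated variances, the replicate block, the ratio of group means, and each mouse left out. A fit to autosomal genes was added after the data were seen. GO and KEGG terms were not analysed here. The single chemokine receptors past the threshold are not reported here.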

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

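The tests of a mislabelled or mixed sample, of lymphatic vessels and of the copies of *Ccl21a* were chosen only after the results were seen, and the other tests in this part were set before their results were seen.

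*Xist* and Y-linked genes, which the paper does not discuss, separated the groups. *Xist* was higher in skin labelled *Camk4*-/-, with a log2 fold change of 7.40, and the lowest FPKM of *Ddx3y* in the *Camk4*+/+ mice was 4.25, where the mice labelled *Camk4*-/- had at most 0.01. The number of samples with the pattern of the other group was 0, so a single mislabelled sample was not seen, but a swap of the whole groups cannot be told apart from correct labels by these genes. The highest *Xist* FPKM in a mouse with Y-linked expression was 0.210% of the lowest in a mouse without it, which goes against a mixed sample. Of the genes past the threshold, 3.33% lie on X or Y (133 genes), against 3.20% of the tested genes (Fisher's exact test, two-sided, p = 0.583). The data are thus consistent with *Camk4*+/+ skin from male mice and *Camk4*-/- skin from female mice, and autosomal effects of sex cannot be told apart from effects of the genotype.

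*Elovl3*, a sebaceous gland gene outside those the paper discusses, had a log2 fold change of −9.81 (FPKM 151, 200 and 110 in the *Camk4*+/+ replicates, and 0.17, 0.07 and 0 in the *Camk4*-/- replicates). A list of 12 sebaceous gland genes had a median log2 fold change of −3.80, and 9 of them passed the threshold, all lower. If the skin held less sebaceous gland, other genes of that gland would be lower too, and a second list of 5 such genes had a median of −4.09. Of these 5, 4 passed and were lower, and *Plin5*, singled out after its values were seen, was higher in each *Camk4*-/- mouse (log2 fold change 0.94, adjusted p = 0.190, limma). After each mouse's trend with exon length was removed, the median of the first list was −3.95. This step took between −0.22 and 0.55 from the log2 fold change of any tested gene, so the trend shared by all genes is too small for this change, and a length effect confined to these genes was not tested. A lower sebaceous gland content may underlie the pattern. Whether it follows from the genotype, the sex of the mice or the piece of skin taken was not tested.

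*Ccl21a* (chromosome 4 from 42772860 to 42773993), a chemokine the paper does not discuss, had a log2 fold change of 5.86 (FPKM 2.53, 2.34 and 1.95 in the *Camk4*+/+ replicates, and 158, 118 and 138 in the *Camk4*-/- replicates). Fragments shared between near-identical copies could move a single copy. The sum over 5 such copies was 5.17, 4.19 and 4.66 against 315, 223 and 260, a log2 fold change of 5.79, so the sum changed as much. Lymphatic endothelium genes had a median log2 fold change of 2.25, less than that of *Ccl21a*, so a higher content of lymphatic vessels may explain a part of the rise but not its size. Copy number differences at this locus between mice were not tested.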

How the results depend on the processing

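Every alternative of this part but the autosomal fit was set before the data were examined; no test of an explanation is reported in this part.

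Against 3993 genes past the paper's threshold, 1983 passed with a pseudocount of 1 and 2493 with a mean FPKM of at least 1. Of the 1983, 1951 were among the 3993, and of the 2493, 2492. Under the other alternatives outside the replicate block the count stayed between 2995 (no moderated variances) and 4224 (ratio of group means), and it ran from 3001 to 4840 across the 6 fits that each left out a mouse. Against 1465 genes with an adjusted p-value under 0.05 from limma and a 2-fold change, 969 passed with a mean FPKM of at least 1, 847 without a filter and 126 without moderated variances. Across the 6 fits that each left out a mouse, this count ran from 108 (without *Camk4*-/- replicate 2) to 2981 (without *Camk4*+/+ replicate 1). Scaling to the 75th percentile and by the median ratio gave 63.7% of the genes past the threshold as higher, against 70.8% unscaled. Quantile normalization gave 2129 higher and 1596 lower against 2827 and 1166, and among adjusted calls 873 higher and 638 lower against 999 and 466. The excess of higher genes among the adjusted calls did not hold throughout. There were 52 higher and 74 lower without moderated variances, 60 and 82 without *Camk4*+/+ replicate 3, 37 and 71 without *Camk4*-/- replicate 2, and 101 and 167 without *Camk4*-/- replicate 3. Restricted to autosomal genes, chosen after the data were seen, 3834 and 1401 genes passed. The cause of these changes was not tested.

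With the replicate number as a block, 3723 genes passed the threshold and 61 passed with an adjusted p-value under 0.05, 15 higher and 46 lower, and 30.0% of the interleukins passed. Same-numbered mice are different animals, and the deviations of same-numbered mice from their group means correlated at −0.085 on average (from −0.173 to 0.017), against 0.043 for mice of other numbers, so the numbers gave no sign of a pairing.

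Of the 69 genes compared across alternatives, 40 kept their direction and their side of the threshold in each, and 29 did not. Outside the fits that left out a mouse, 716 values were unchanged in this sense, 21 lost the call and 2 changed direction. These were *Crem*, from 0.19 to −0.11 under quantile normalization, and *Il1b*, from 0.48 to −1.15 as a ratio of group means. *Il1b* ran from −1.84 to 1.68 across the fits that each left out a mouse. *Lcn2* ran from −1.35 to 0.42 and *Camk4* from −0.58 to 0.17 across those fits. *Arg1* ran from −1.65 to 0.29, *Camk2g* from −0.13 to 1.01, *Crem* from −0.024 to 0.30, *Nos2* from −0.39 to 1.22 and *Retnla* from −0.37 to 1.07. The cause was not tested.

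The calls of the gene groups changed more often. With a pseudocount of 1, the share of the chemokine receptors fell to 20.0% and that of the interleukins to 20.0%, each with an exact p above 0.05, while that of the AMPs was the same at 66.7%, now with an exact p under 0.05. With a pseudocount of 0.01, the shares of the epidermis development genes (40.0%) and chemokine receptors (40.0%) were the same and that of the interleukin receptors was 33.3%, each now with an exact p above 0.05. With a mean FPKM of at least 1, 33.3% of the interleukins passed. Without a filter, the shares of the cytokines (38.5%) and AMPs (66.7%) were the same, now with an exact p under 0.05. Of the cytokines, 46.2% passed under each of the 3 scalings. Of the chemokines of the heat map, 21.4% passed under the 75th percentile and median ratio scalings, now above the share of the other genes. Of the chemokine receptors, 33.3% passed under the median ratio and quantile scalings. Without a trend, 33.3% of the interleukins passed. Without moderated variances, 6.67% of the epidermis development genes, 50.0% of the peptidase genes and 26.7% of the chemokine receptors passed. With an adjusted p-value under 0.05, 7.14% of the chemokines, 0% of the AMPs (2 of 3 at an unadjusted p-value under 0.05), 6.67% of the epidermis development genes, 25.0% of the peptidase genes, 20.0% of the chemokine receptors, 16.7% of the interleukins, 11.1% of the interleukin receptors and 25.0% of the Fc gamma receptors passed. Restricted to autosomal genes, 35.7% of the chemokine receptors passed. Across the 6 fits that each left out a mouse, the share ran from 30.8% to 46.2% for the cytokines, 7.14% to 21.4% for the chemokines and 6.67% to 60.0% for the epidermis development genes. It ran from 50.0% to 100% for the peptidase genes, 26.7% to 46.7% for the chemokine receptors, 30.0% to 43.3% for the interleukins and 19.4% to 50.0% for the interleukin receptors. The cause was not tested. For the collagens, chemokine ligands, tissue repair-related and phagocytosis-related genes, the share past the threshold stayed above that of the other genes with an exact p under 0.05 in each alternative, but the share itself moved. The lowest shares, each with an adjusted p-value under 0.05, were 22.9%, 26.5%, 44.4% and 40.0%, against 68.6%, 41.2%, 88.9% and 80.0%. Among the tissue repair-related genes, *Hgf* lost its call with a pseudocount of 1 and under quantile normalization, and *Il10rb* without *Camk4*+/+ replicate 2.

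The estimated depth makes the values of some genes coarse, as *Il22* was at no more than 11.6 fragments per mouse and *Camk4* at no more than 12.4. Few fragments in 1 group did not always prevent a call. *Hgf*, at 2.69 to 5.18 fragments in the *Camk4*+/+ mice and 21.6 to 43.9 in the *Camk4*-/- mice, passed with a log2 fold change of 1.22, but not with a pseudocount of 1 (0.23) or under quantile normalization (0.90). *Il22* passed without *Camk4*+/+ replicate 3.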

Differences from the paper's values

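No explanation is tested in this part. The paper's values are the log2 fold changes in the source values of Fig. 2e, and the alternatives named were set before the data were examined. A gap counts as closed where a value had the sign of the paper's and came within the replicate SD of it. Where a value came within it only because that SD was larger under the alternative, the gap itself remained, and this is said. A value that came nearer can also fail this rule where that SD was smaller, and not every such case is named.

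For *Il1b* the log2 fold change was 0.48 against the paper's −0.77, and of the alternatives only the ratio of group means (−1.15) closed the gap. Without *Camk4*+/+ replicate 3 it was −1.84, of the paper's sign but outside a smaller SD. For *Il17a* it was −3.23 against the paper's −4.91, closed by the ratio of group means (−4.76). With a pseudocount of 0.01 it was −5.57, within a larger SD only. For *Il20* it was −2.61 against the paper's −6.15, closed by the ratio of group means (−5.96), and with a pseudocount of 0.01 it was −4.98, within a larger SD only. *Il22* was listed at 0 in all *Camk4*-/- mice, so its log2 fold change depends on the pseudocount. It was −1.71 against the paper's −11.5, and −0.39 and −3.76 with pseudocounts of 1 and 0.01. None of the alternatives that gave a value closed this gap, and the ratio of group means gave none.

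For *Lce3b* it was −2.52 against the paper's −1.11, closed with a pseudocount of 1 (−2.32), the ratio of group means (−1.87) and without *Camk4*+/+ replicate 1 or 2 or *Camk4*-/- replicate 1 or 3. For *Sprr2b* it was −3.45 against the paper's −1.87, and no alternative closed the gap. For *Sprr2d* it was −1.86 against the paper's −0.68, closed without *Camk4*-/- replicate 3 (−1.24) and by the ratio of group means (−1.50).

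For *Il10* it was 2.90 against the paper's 1.44, closed with a pseudocount of 1 (1.50). For *Il10ra* it was 2.51 against the paper's 1.47, closed without *Camk4*+/+ replicate 2 (2.19), and without *Camk4*+/+ replicate 3 it was 2.26, within a larger SD only. For *Il10rb* it was 1.19 against the paper's 0.75, closed with a pseudocount of 1 (1.09), each of the 3 scalings (1.06 to 1.08), and without *Camk4*+/+ replicate 2 (0.98) or *Camk4*-/- replicate 3 (1.00). With the replicate block, and without *Camk4*+/+ replicate 3 or *Camk4*-/- replicate 2, only the SD was larger. For *Mmp2* it was 4.04 against the paper's 2.41, closed without *Camk4*+/+ replicate 2 (3.11) or *Camk4*-/- replicate 3 (3.68) and by the ratio of group means (3.39). Without *Camk4*+/+ replicate 3 it was 3.99, within a larger SD only. For *Hgf* it was 1.22 against the paper's 2.10, closed with a pseudocount of 0.01 (2.36). For *Tgfb1* it was 1.49 against the paper's 1.06, closed with a pseudocount of 1 (1.40), the 75th percentile and median ratio scalings (1.36), and without *Camk4*+/+ replicate 2 (1.32) or *Camk4*-/- replicate 3 (1.35). With the replicate block, and without *Camk4*+/+ replicate 3 or *Camk4*-/- replicate 2, only the SD was larger.

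For *Gpnmb* it was 2.87 against the paper's 2.33, closed with a pseudocount of 1 (2.52), the 75th percentile and median ratio scalings (2.74), the ratio of group means (2.82), and without *Camk4*-/- replicate 3 (2.81). Without *Camk4*-/- replicate 2 it was 2.86, within a larger SD only. Without *Camk4*+/+ replicate 2 it was 2.48, nearer to the paper's value but outside a smaller SD. For *Cd5l* it was 2.89 against the paper's 1.94, and no alternative closed the gap. For *Fcrls* it was 2.98 against the paper's 1.81, closed with a pseudocount of 1 (2.75) and without *Camk4*+/+ replicate 2 or 3 or *Camk4*-/- replicate 2 or 3 (2.54 to 2.79). With the replicate block only the SD was larger.

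The paper states that *Il22* and *Ccl27a* are changed in this RNA sequencing. Here neither passed the threshold over the 6 mice (adjusted p = 0.175 and 0.203, limma). *Il22* passed only without *Camk4*+/+ replicate 3, and *Ccl27a* only without *Camk4*+/+ replicate 1 or without *Camk4*-/- replicate 1. The paper states that the quantitative PCR results, which include a reduction of *Il1b*, match the RNA sequencing. Here *Il1b* was lower without *Camk4*+/+ replicate 3 and by the ratio of group means, and higher in the other fits. The paper's Methods state that the mice were female, and its Reporting Summary that they were matched for sex. Here *Ddx3y* was at 4.25 FPKM or more in each *Camk4*+/+ mouse.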

Other observations

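The tests of sample splits, of the dermis and of *Trdc* were chosen only after the results were seen, and the other tests in this part were set before their results were seen.

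Of the 4 splits of the 6 mice that part all same-numbered mice, 1, the labelled split, gave as many genes past the threshold, and 1 gave as many genes with an adjusted p-value under 0.05. The other 3 gave 221 to 994 genes past the threshold and 0 to 1 adjusted calls. The 6 splits that part a single same-numbered pair gave 191 to 500 and 0 to 1. With 10 splits in all the share cannot fall under 0.1, so this count does not exclude that the grouping arose by chance. After each mouse's trend with exon length was removed, 3759 genes passed the threshold, and after median ratio scaling, which a few dominant genes do not move, 3877 did, so neither a trend with exon length shared by all genes nor a few dominant genes accounts for the count. Among genes with a mean FPKM of at least 10, 16.5% passed, against 18.9% of all tested genes, so a part of the calls at low expression may come from low depth, while 16.5% of the well-expressed genes still passed. Of the 149 tested genes within 5 Mb of *Camk4*, 21 passed (14.1%; Fisher's exact test, two-sided, p = 0.142). The share gave no sign of an excess of calls around *Camk4*. So few genes could not be a main source of the calls at any share, so donor DNA as a main source was not tested.

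Macrophage genes were higher in skin labelled *Camk4*-/-, with a median log2 fold change of 2.68 over 9 genes, and 2.60 after the trend with exon length was removed, a step that moved no tested gene by more than 0.55. Fibroblast genes were higher as well, with a median of 3.75 over 10 genes. If the skin samples held a larger share of dermis, macrophage genes would not rise beyond fibroblast genes. The macrophage median minus the fibroblast median was −0.82, 0.15 and −0.13 in the *Camk4*+/+ replicates and −0.77, −0.56 and −0.81 in the *Camk4*-/- replicates, a difference of −0.45 (exact permutation test, two-sided, p = 0.4). The rise of macrophage genes thus did not exceed that of fibroblast genes. The median log2 fold change was 2.96 for mast cell genes, 2.36 for neutrophil genes (1 of 6 passed), 2.25 for lymphatic endothelium, 1.36 for blood endothelium, 0.93 for adipocytes, −0.14 for skeletal muscle and −0.37 for basal keratinocytes. The neutrophil value rests largely on *Camk4*+/+ replicate 3. Median log2 values of that list were 3.47, 3.34 and 0.23 in the *Camk4*+/+ replicates. They were 4.75, 3.44 and 4.62 in the *Camk4*-/- replicates. The unequal median changes of the cell types go against a uniform rise of all tissue under the epidermis. A larger share of the fibroblast-rich part of the skin is not excluded by these RNA values. By flow cytometry, which counts cells, the paper reports a higher percentage and number of MHC II+ macrophages in IMQ-treated *Camk4*-/- skin. It reports no difference in neutrophils. *Col1a1* had an FPKM of 144, 6.14 and 16.2 in the *Camk4*+/+ replicates and 829, 756 and 1145 in the *Camk4*-/- replicates.

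*Il17f* fell further than *Trdc*, by a log2 difference of −2.17 between their log2 fold changes (exact permutation test, two-sided, p = 0.1, the smallest possible). A lower number of γδ T cells may explain a part of the fall of *Il17f*, and the test cannot tell how large that part is, since *Il17f* was listed at 0 in *Camk4*-/- replicates 2 and 3. By flow cytometry, the paper reports both fewer γδ TCR+ cells and a lower percentage of IL-17A+γδ TCR+ cells in such skin.

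*Camk4*+/+ replicate 3 stood apart in genes of neutrophils and acute inflammation. *Ly6g* was listed at 2.79, 2.87 and 0 in the *Camk4*+/+ replicates and *Retnlg* was at 179, 296 and 1.49. *Cxcl2* was at 182, 250 and 1.84. In the *Camk4*-/- replicates *Ly6g* was at 25.2, 2.95 and 6.53. These genes were chosen after their values were seen, and no explanation was tested.

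The paper names 25 genes outside the source values of Fig. 2e, most of them for other experiments. Of these, 24 were tested in the whole skin of IMQ-treated mice (*Ifng* was not), and 10 passed the threshold, 9 higher and 1 lower in skin labelled *Camk4*-/-. With an adjusted p-value under 0.05 from limma, 6 passed. These were *Marco* (log2 fold change 4.93), *Camp* (3.22), *Chil3* (3.17), *Ccl2* (1.86), *Cd81* (1.42) and *Adcy1* (−1.87). *Marco* had an FPKM of 1.72, 0.46 and 1.14 in the *Camk4*+/+ replicates and 25.6, 37.0 and 37.8 in the *Camk4*-/- replicates. The paper reports this gene, written *Macro*, as higher in IMQ-treated *Camk4*-/- BMDMs (Fig. 5f), which are other cells than the skin measured here. It reports *Chil3* and *Cd81* as higher in these BMDMs too. Other reports of the paper run opposite to the values here. *Camp* and *Ccl2* were lower in IMQ-treated skin of mice without *Camk4* in macrophages (Fig. 7e). ADCY1 protein was higher in IMQ-treated BMDMs after CaMK4 inhibition (Fig. 5b). *Tnf* (1.46), *Il23a* (−0.56), *Arg1* (−0.91) and *Retnla* (0.37) did not pass.

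By the rule for the largest changes, the genes with the largest rise were *Gm27927*, *Xist*, *Gm20716*, *Gm13304* and *Ccl21a*, and those with the largest fall were *Elovl3*, *Serpina3j*, *Awat1*, *Ces4a* and *Pnpla5*. *Gm27927* lies inside *Xist* on the X chromosome (103469671 to 103469796), on the same strand. *Gm27927* and *Gm20716* were listed at 0 in all *Camk4*+/+ mice, and *Awat1*, *Ces4a* and *Pnpla5* in all *Camk4*-/- mice. *Nnt*, which differs between C57BL/6 substrains, is listed under 2 overlapping identifiers whose values alternate, 0.16, 0.10, 1.43, 6.66, 0.28 and 9.19 under the first and 4.96, 2.79, 0, 0, 10.4 and 0 under the second, so the substrain was not read from it.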
